# Epidermal NAD^+^ deficiency induces IL-36–mediated skin inflammation and acanthosis

**DOI:** 10.1172/jci.insight.189177

**Published:** 2026-02-10

**Authors:** Taiki Seki, Jun-Dal Kim, Yasuhito Yahara, Hitoshi Uchida, Keisuke Yaku, Mariam Karim, Teruhiko Makino, Tadamichi Shimizu, Takashi Nakagawa

**Keywords:** Dermatology, Metabolism, Cytokines, DNA repair

## Abstract

Nicotinamide adenine dinucleotide (NAD^+^) is essential for cellular metabolism, DNA repair, and stress responses. NAD^+^ is synthesized from nicotinamide, nicotinic acid (collectively termed niacin), and tryptophan. In humans, deficiencies in these nutrients result in pellagra, marked by dermatitis, diarrhea, and dementia. The dermatitis associated with pellagra typically manifests as photodermatosis in sun-exposed areas. This study examined the effects of NAD^+^ deficiency on skin homeostasis using epidermis-specific Nampt–conditional KO (Nampt-cKO) mice. These mice displayed substantial NAD^+^ depletion, reduced poly(ADP-ribose) polymerase (PARP) activity, and increased DNA damage. Consequently, Nampt-cKO mice developed spontaneous skin inflammation and epidermal hyperplasia. RNA-seq and IHC analyses demonstrated increased IL-36 cytokine expression, suggesting that DNA repair–related genomic stress triggers keratinocyte-driven IL-36 production, which promotes inflammation. Furthermore, reduced COL17A1 expression and elevated thymic stromal lymphopoietin (TSLP) levels were observed. NAD^+^ repletion by transdermal supplementation of nicotinamide mononucleotide (NMN) suppressed the rise of IL-36 levels and skin inflammation. These findings underscore the importance of Nampt-mediated NAD^+^ metabolism for epidermal stability and indicate that NAD^+^ depletion may contribute to IL-36–mediated skin inflammation, offering insights for therapeutic strategies in inflammatory skin disorders.

## Abstract 2

Epidermal loss of Nampt causes a marked reduction in NAD^+ ^levels, PARP inactivation, and increased DNA damage, leading to spontaneous skin inflammation and keratinocyte hyperproliferation.

## Introduction

Nicotinamide adenine dinucleotide (NAD^+^) is a vital coenzyme that supports numerous cellular functions, including energy metabolism, DNA repair, and stress responses (1, 2). As a key factor in redox reactions, NAD^+^ facilitates electron transfer in metabolic pathways like glycolysis, the tricarboxylic acid cycle, and oxidative phosphorylation, which contribute to adenosine triphosphate (ATP) production (1). Beyond metabolism, NAD^+^ also acts as a substrate for enzymes such as sirtuins, poly(ADP-ribose) polymerases (PARPs), CD38, and SARM1, influencing DNA repair, genomic stability, gene expression, cell survival, calcium mobilization, and axon degeneration (1, 2). NAD^+^ is synthesized from nicotinamide (NAM), nicotinic acid, and tryptophan via the salvage, Preiss-Handler, and de novo pathways, respectively. NAM riboside (NR) and NAM mononucleotide (NMN) are alternative dietary precursors for the salvage pathway (3). NAM phosphoribosyltransferase (Nampt) is a rate-limiting enzyme in the salvage pathway, converting NAM to NMN (4). Therefore, Nampt is considered critical for maintaining intracellular NAD^+^ levels. Notably, NAD^+^ levels have been found to decline with age across various tissues, leading to reductions in energy metabolism, mitochondrial function, and cellular homeostasis (5, 6). Furthermore, administration of NAD^+^ precursors, such as NR and NMN, increases NAD^+^ levels and exhibits beneficial effects against aging and aging-related disorders (7, 8).

The skin, particularly the epidermis, is continually exposed to environmental stressors like ultraviolet (UV) radiation, pathogens, and chemicals. To sustain its barrier function and homeostasis, the epidermis depends on rapid cell turnover and robust stress response mechanisms (9). In this context, NAD^+^ is crucial for protecting epidermal cells from UV-induced damage by maintaining energy levels and facilitating DNA repair. During UV exposure, NAD^+^ is quickly depleted as PARP enzymes are activated for DNA repair, but Nampt replenishes NAD^+^ to aid cell survival (10). Pellagra, a disease resulting from deficiency of niacin (alternatively called vitamin B3) or disruptions in its metabolism, is now rare due to better nutrition but still occurs in cases of severe malnutrition and alcohol dependency (11). Characterized by the “3 Ds” — dermatitis, diarrhea, and dementia — pellagrous dermatitis is notable for its photosensitivity. Since pellagra can also arise from tryptophan deficiency, another NAD^+^ source, it is thought that reduced NAD^+^ levels may contribute to its pathology. However, the exact mechanism by which NAD^+^ deficiency leads to pellagra remains unclear.

Unlike pellagra, chronic inflammatory skin conditions such as psoriasis and atopic dermatitis are characterized by elevated NAD^+^ levels and increased Nampt activity (12–14). This NAD^+^ excess, driven by Nampt overexpression, promotes the production of proinflammatory cytokines and keratinocyte hyperproliferation, intensifying inflammation and immune dysregulation (15). In psoriasis, Nampt is upregulated in both lesional skin and immune cells, contributing to the amplification of inflammation (16). Similarly, Nampt overexpression in atopic dermatitis connects immunometabolic dysfunction with persistent inflammation (17). While NAD^+^ deficiency can trigger inflammation and structural deterioration, as seen in pellagra, excessive Nampt activity may fuel pathological inflammation in other inflammatory skin disorders. These findings imply the dual role of NAD^+^ metabolism in skin health.

To examine the physiological and pathophysiological role of NAD^+^ metabolism in the skin, we generated tamoxifen-inducible, epidermis-specific Nampt–conditional KO (Nampt-cKO) mice. Loss of Nampt in the epidermis led to a marked reduction in NAD^+^ levels, PARP inactivation, and increased DNA damage. These damages in Nampt-cKO mice induced IL-36 in the epidermis, developing spontaneous skin inflammation and keratinocyte hyperproliferation. Furthermore, percutaneous administration of NMN in Nampt-cKO mice effectively restored NAD^+^ levels and suppressed IL-36 production, thereby attenuating the subsequent skin inflammation. These findings highlight the crucial role of NAD^+^ metabolism in skin health and give a clue for unveiling the pathophysiology of photosensitive dermatitis, such as pellagra.

## Results

### Epidermal NAD^+^ depletion induces spontaneous skin inflammation.

To investigate the role of NAD^+^ metabolism in epidermal homeostasis, we created tamoxifen-induced, epidermis-specific Nampt-cKO mice by crossing Nampt flox mice with Krt5-CreERT2 mice. Tamoxifen administration effectively reduced Nampt mRNA levels in the epidermis of Nampt-cKO mice from Day 12, with a marked reduction by Day 19 compared with that of control mice (Figure 1, A and B). Consistently, protein levels of Nampt in epidermis were significantly reduced in Nampt-cKO mice at Day 19 (Figure 1, C and D). This decrease in Nampt led to significantly reduced NAD^+^ and NMN levels in the skin by Day 12, with further depletion by Day 19 (Figure 1E). In contrast, NAM levels were slightly increased in Nampt-cKO mice at Day 12 (Figure 1E). Starting around Day 19 after tamoxifen treatment, Nampt-cKO mice developed erythema, skin thickening, and crust formation (Figure 1F). Histological analysis on Day 19 showed epidermal hyperplasia, necrosis, and notable infiltration of inflammatory cells in the dermis (Figure 1G). This epidermal thickening was associated with increased proliferation in the epidermis, as shown by a rise in Ki67^+^ cells (Figure 1H). By Day 26, the inflammation began to resolve, although the epidermal thickening persisted (Figure 1, F and G). Therefore, we examined NAD^+^ levels at Day 26 and found that NAD^+^ levels were recovered in Nampt-cKO mice (Figure 1E). We also revealed that Nampt expression and NMN levels were still low in Nampt-cKO mice at Day 26 (Figure 1, B–E), suggesting that other synthetic routes, such as de novo and Preiss-Handler pathways, increased NAD^+^ levels in a compensatory manner.

### IL-36–mediated inflammation without T cell polarization in Nampt-cKO mice.

To examine the inflammatory response resulting from Nampt deficiency, we conducted an RNA-seq analysis of skin tissues from Nampt-cKO mice on Day 19 (Figure 2A). 

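Nampt, the rate-limiting enzyme of the NAD+ salvage pathway and the gene deleted in Krt5-expressing cells of Nampt-cKO mice, was at 70.5 ± 7.32 CPM (TMM-normalized, SD, n = 4) in control skin and at 48.9 ± 19.5 CPM (SD, n = 4) in Nampt-cKO skin. Its log2 fold change of −0.53 (standard error 0.24, adjusted p = 0.0974 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) did not pass the test, and an exact two-sided permutation test of the CPM values gave p = 0.114. Controls 1 to 4 had 77.7, 72.9, 71.0 and 60.4 CPM, and the libraries labelled Nampt-cKO replicates 1 to 4 had 32.3, 37.5, 76.1 and 49.6 CPM. For this gene, the library labelled Nampt-cKO replicate 3 went against its label. Without it, the log2 fold change was −0.83 (edgeR, BH-adjusted p = 0.00284, where the alternatives gave adjusted p = 0.00284 to 0.216). Elsewhere in the study, Nampt mRNA and protein in the epidermis were lower in Nampt-cKO mice on Day 19 (Figure 1, B–D), and whether these were the mice of the skin libraries is not given. Nampt lies on chromosome 12 of GRCm38 from 32820335 to 32853369, and its count takes in all of its exons, whether deleted or not.
Total RNA of whole skin, which holds dermal, immune, fat and muscle cells beside keratinocytes, was selected by poly-A and sequenced on an Illumina instrument. There were 4 libraries of control mice (Nampt fl/fl) and 4 of Nampt-cKO mice, all males. The labels number the replicates of each group and do not say that each is a separate mouse, so the p-values measure the spread between these samples, which may be technical. The libraries of a group differed by more than the sampling noise of read pairs (chi-square per gene 9.43 to 33.1 between controls and 47.5 to 154.8 between Nampt-cKO libraries, where 1 is expected from sampling alone). Day 19 is given by the paper. The labels give tamoxifen for the Nampt-cKO libraries alone. The paper describes it for the control mice of its UVB experiment, and Figure 1A shows a time line of it for control and Nampt-cKO mice, but whether the controls of these libraries received it is not stated in so many words. The authors' deposited table holds whole-number read counts for 36333 genes, mapped to GRCm38 (mm10) according to the submitters' processing notes, and the aligner and the counting tool are not given in the sources used here. Exon reads came to 41206078, 53762935, 51129580 and 49063056 in controls 1 to 4 and to 52588759, 50435466, 52672388 and 39390895 in Nampt-cKO replicates 1 to 4. Introns held 10.8% to 11.8% of the gene reads in the controls and 12.7% to 16.5% in the Nampt-cKO libraries. Skeletal muscle transcripts varied within both groups, with Acta1 between 42.7 and 609 CPM in controls and between 36.6 and 1029.9 CPM in Nampt-cKO libraries.
Counts were scaled by TMM factors of 0.963 to 1.027, and edgeR's filter for low counts left 17286 genes, which held 99.95% of the exon reads. Their median log2 fold change was −0.01 (−0.06 to 0.00 with other scalings). The 36 gene lists, the tests, 23 of the alternatives and the rule for naming genes were fixed before the deposited table was examined. By then, the paper's text and 1997 of the 3567 rows of Table S2 had been read. Those rows hold the same RPKM of each library, for 1478 genes higher and 519 lower in Nampt-cKO skin. The authors' deposited test gives 1478 higher and 2090 lower at least 2-fold, so the strong increases were in view when the lists were written. Counts and p-values of lists that rose are therefore not tests of lists chosen blind.

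**Figure D1:**
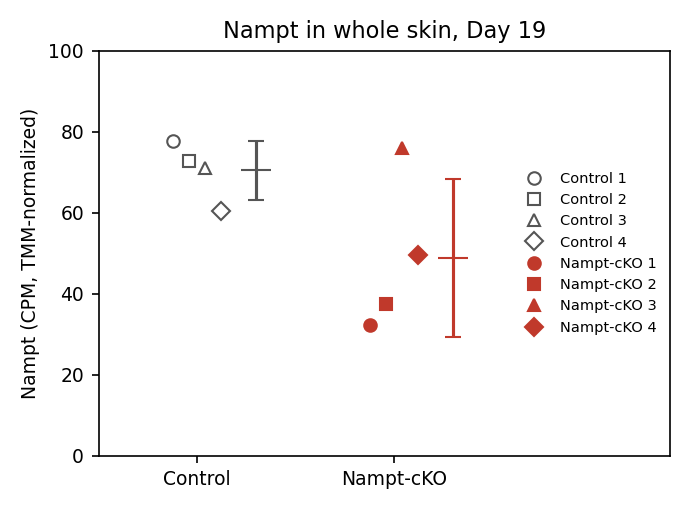
Nampt in CPM (TMM-normalized, linear axis from 0) in each of the 8 skin libraries, with the mean and SD of each group (n = 4) beside the points. The library labelled Nampt-cKO replicate 3 lies at 76.1 CPM, within the range of the controls of 60.4 to 77.7 CPM.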

The results showed no apparent change of genes related to Th1, Th2, or Th17 differentiation, while genes related to IL-36 signaling pathway were significantly altered (Figure 2B). qPCR analysis further confirmed that cytokine levels of TNF-α, IFN-γ, IL-4, and IL-17A were not significantly different between Nampt-cKO and control mice (Figure 2, C–F). However, a notable increase in IL-36 family cytokines (IL-36α) was observed in Nampt-cKO mice (Figure 2G). 

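In the skin libraries, transcripts of the IL-36 family changed in both directions. Il1f6, which encodes IL-36α, rose from 0.681 ± 0.396 CPM in controls to 7.10 ± 7.18 CPM in Nampt-cKO skin (SD, n = 4 each, log2 fold change 3.37, standard error 0.97, adjusted p = 0.0185 from edgeR's quasi-likelihood test with BH adjustment). Il1f8 (IL-36β) rose from 2.96 ± 0.752 to 6.87 ± 3.68 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 0.0317), and Il1f10 (IL-38, another ligand of the IL-36 receptor) fell from 4.59 ± 0.725 to 0.357 ± 0.109 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 3.02e-05). Il1f9 (IL-36γ), at 30.0 ± 5.48 and 33.2 ± 16.5 CPM, and Il1f5 (IL-36RN), at 96.2 ± 2.02 and 44.3 ± 32.7 CPM, did not pass the test (SD, n = 4 each, edgeR, BH-adjusted p = 0.735 and 0.0904). Of the 7 genes of the IL-36 family and its receptor, 2 were higher, 1 was lower and 4 did not pass the test, with 2 higher and 1 lower when adjusted over the list alone. In camera, which compares a list with all other genes at a preset correlation of 0.01, the list had an adjusted p of 0.916. Camera tests for a shift in 1 direction, so members that rise and members that fall cancel. The list holds IL-36 cytokines together with IL-36RN, which the paper describes as an antagonist of their receptor. A fall of a member therefore need not mean less IL-36 signaling, and the camera result is not a measure of that signaling. For change in either direction, fry, which tests the members of a list alone, gave an adjusted p of 2.21e-06. Most of the 36 lists passed that test.
Il1f6 lies on chromosome 2 of GRCm38 from 24215417 to 24225701. It had 0.384 to 1.22 CPM in the controls and 11.7, 14.8 and 1.48 CPM in the libraries labelled Nampt-cKO replicates 2, 3 and 4, and lay within the range of the controls in replicate 1. With replicate number as a block, its log2 fold change was 2.55 and its call was lost (edgeR, BH-adjusted p = 0.0764, with 0.00258 to 0.121 over all alternatives). The call was also lost without control replicate 1 or 3 (adjusted p = 0.0548 and 0.0547). It was lost as well in limma on log2(RPKM + 0.1) with the filter (0.0785) and without it (0.121) and on log2(RPKM + 1) (0.0822). For Il1f8 the adjusted p rose to 0.0810, 0.0666 and 0.0840 without control replicates 1, 3 and 4, to 0.0840 and 0.0847 without Nampt-cKO replicates 2 and 3, and to 0.101 with total gene reads. In limma on log2(RPKM + 0.1) it rose to 0.0573 with the filter and 0.0893 without it and on log2(RPKM + 1) to 0.0586 (0.00471 to 0.101 over all alternatives). Il1f5 passed the test without Nampt-cKO replicate 3 (edgeR, BH-adjusted p = 0.0401, with 0.00884 to 0.148 over all alternatives). It also passed with the replicate block (edgeR, 0.0318), under limma-voom (0.00884), and in limma on filtered log2(RPKM + 0.1) (0.0315) and log2(RPKM + 1) (0.0292). With a skeletal muscle covariate chosen after the data were seen, it passed as well (edgeR, 0.0190). The number of genes of this list past the test was 1 without control replicate 1 or 3 and in limma on unfiltered log2(RPKM + 0.1), and 5 without Nampt-cKO replicate 1.
Of 23 measured genes of the list of IL-36 and NF-κB responsive genes, 17 were higher, 1 was lower and 5 did not pass the test (17 higher and 2 lower when adjusted over the list alone). The list shares S100a8 and S100a9 with the neutrophil list, and whole skin does not show which cells made the RNA. The rise is therefore not specific to keratinocytes or to IL-36. Members with almost no reads in controls are tested only if the Nampt-cKO libraries hold enough, so the count is partly set by the filter. Lcn2, an iron-binding antimicrobial protein, rose from 2.18 ± 0.768 to 121 ± 39.2 CPM (SD, n = 4 each), a log2 fold change of 5.80 (standard error 0.34, adjusted p = 6.16e-06 from edgeR's quasi-likelihood test). Bcl3, a nuclear IκB protein, rose with a log2 fold change of 3.65 (standard error 0.28, adjusted p = 2.23e-05 from the same test). Tnfaip3, a feedback inhibitor of NF-κB, was the lower one, from 109 ± 69.5 to 51.7 ± 15.3 CPM (SD, n = 4 each, log2 fold change −1.07, edgeR, BH-adjusted p = 0.0455, with 0.0197 to 0.191 over all alternatives). Nfkbia, which encodes IκBα, did not pass the test (394 ± 156 and 250 ± 70.4 CPM, SD, n = 4 each, log2 fold change −0.66, edgeR, BH-adjusted p = 0.0723, with 0.00514 to 0.198 over all alternatives). The call of Tnfaip3 was lost without control replicate 1 or 4 (adjusted p = 0.0682 and 0.108) or Nampt-cKO replicate 1, 2, 3 or 4 (0.0894, 0.113, 0.0559 and 0.0531). It was also lost under limma-voom (0.191) and unfiltered log2(RPKM + 0.1) (0.0693), with total gene reads (0.0540) and in the robust fit (0.0743). Nfkbia passed without Nampt-cKO replicate 4 (0.0327), with the replicate block (0.00514), by DESeq2 (0.0287), in limma on log2(RPKM + 0.1) (0.0428) and log2(RPKM + 1) (0.0423) and with a skeletal muscle covariate chosen after the data were seen (0.0342). The list's camera test gave an adjusted p = 5.79e-06, and an adjusted p = 0.525 with an estimated correlation.
Of the Th1 genes, 14 were measured, of which 5 were lower and the other 9 did not pass the test (5 lower when adjusted over the list alone). The 5 were the IL-12 receptor chains Il12rb1 and Il12rb2, the IL-18 receptor Il18r1, the chemokine Cxcl9 and the cytokine Il15. Il12rb2 fell from 42.1 ± 6.83 to 3.65 ± 0.946 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 7.47e-06). Tbx21, which encodes the Th1 transcription factor T-bet, had a log2 fold change of 0.02 (edgeR, BH-adjusted p = 0.985), and Tnf one of −0.71 (edgeR, BH-adjusted p = 0.210). Ifng was too low to be tested, with 10 reads over the controls and 0 over the Nampt-cKO libraries. Of 12 Th2 genes measured, 2 were higher, 5 were lower and 5 did not pass the test (2 higher and 5 lower when adjusted over the list alone). Gata3, the transcription factor of Th2 cells that is also made by keratinocytes, fell from 329.9 ± 28.3 to 66.6 ± 22.7 CPM (SD, n = 4 each), and the chemokine receptor Ccr4 fell from 16.5 ± 1.96 to 0.649 ± 0.344 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 6.06e-05 and 2.14e-05). The IL-4 receptor chain Il4ra rose from 55.3 ± 5.20 to 215 ± 72.4 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 1.74e-04). Il4 had 6 and 13 reads over the groups and was not tested. In camera the Th1 list had an adjusted p = 0.0266 (adjusted p = 0.612 with an estimated correlation) and the Th2 list an adjusted p = 0.295. Without control replicate 1, 3 of the Th1 genes passed the test, and 8 did in limma on unfiltered log2(RPKM + 0.1). Under the stricter filter, 4 of the Th2 genes passed. Il12rb1 lost its call without control replicate 1, 2 or 3 or Nampt-cKO replicate 4 (edgeR, BH-adjusted p = 0.0899, 0.0695, 0.0970 and 0.0889) and with a skeletal muscle covariate chosen after the data were seen (0.0573, with 0.00804 to 0.0970 over all alternatives). Il15 lost its call without control replicate 1 or Nampt-cKO replicate 2 (0.0521 and 0.0515, with 0.00118 to 0.0521 over all alternatives).

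**Figure D2:**
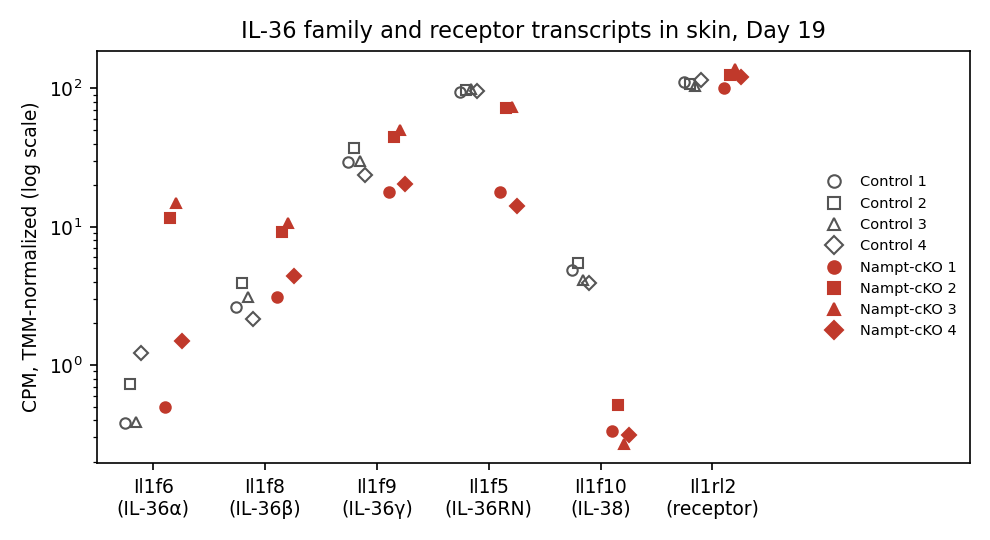
CPM (TMM-normalized, log axis) of Il1f6, Il1f8, Il1f9, Il1f5, Il1f10 and the receptor Il1rl2 in each of the 4 control libraries (open marks) and 4 Nampt-cKO libraries (filled marks), one mark shape per replicate number. Il1f6 in the Nampt-cKO libraries reaches 14.8 CPM, and Il1f10 lies between 0.267 and 0.515 CPM, below the controls at 3.91 to 5.50 CPM.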

Correspondingly, there was a downregulation of IL-36RN, which acts as an IL-36 receptor antagonist (Figure 2H). IL-36, a proinflammatory cytokine of the IL-1 family, is expressed in epithelial cells, including keratinocytes, and abnormal activation of IL-36 signaling pathway is associated with various inflammatory skin diseases (18). Generalized pustular psoriasis (GPP) is specifically linked to IL-36RN mutations, which activate IL-36 signaling (19). Several transcription factors, including NF-κB, AP-1, and T-bet, have been implicated in the induction of IL-36A, and these pathways are activated downstream of various proinflammatory cytokines, such as IL-1β, TNF-α, IFN-γ, IL-18, and IL-17A (20). To identify the upstream signals driving IL-36A expression in Nampt-cKO mice, we examined the expression of cytokines known to induce IL-36A and found a marked upregulation of IL-1β (Figure 2I). We also observed a pronounced increase in IκBζ (NFKBIZ) (Figure 2J), a transcriptional coactivator that amplifies NF-κB signaling (21). Importantly, IκBζ functions not only upstream to promote IL-36A induction but also downstream of IL-36A (22), where it is required for the expression of the chemokines CXCL1 and CXCL2, both of which were markedly elevated in Nampt-cKO skin (Figure 2K). Patients with GPP show a marked infiltration of innate immune cells, such as neutrophils and macrophages, rather than adaptive immune cells (19). Furthermore, CXCL1 and CXCL2 are potent chemokines that strongly recruit neutrophils. Therefore, we investigated the infiltrated immune cells in Nampt-cKO mice. Immunostaining with Ly-6G (neutrophils) and F4/80 (macrophages) antibodies confirmed significant neutrophil and macrophage infiltration in the skin of Nampt-cKO mice (Figure 2, L and M). However, CD3 (T cell) staining showed no significant difference between Nampt-cKO and control mice (Figure 2, L and M). We also found that gene expression of CD38 was upregulated in the epidermis of Nampt-cKO mice (Figure 2N). CD38 has been shown as a marker of M1 macrophage, a type of proinflammatory macrophage (23). As CD38 hydrolyzes NAD^+^ to NAM, it may also be responsible for reducing NAD^+^ levels during inflammation. These findings indicate that skin inflammation in Nampt-cKO mice is driven by IL-36 signaling activation, leading to an innate immune response.

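Neutrophil transcripts rose in the same skin libraries. All 14 measured neutrophil markers were higher in Nampt-cKO skin (14 higher also when adjusted over the list alone). The other 4 of the 18 listed were too low to be tested. A marker with almost no reads in controls is tested only if the Nampt-cKO libraries hold enough, so 14 of 14 is partly set by the filter. Cxcr2, the receptor through which neutrophils follow CXCL1 and CXCL2, rose from 0.131 ± 0.0961 to 5.24 ± 1.63 CPM (SD, n = 4 each), with a log2 fold change of 5.29 (standard error 0.65, adjusted p = 2.24e-04 from edgeR's quasi-likelihood test). S100a9, a calcium-binding protein of neutrophil granules that inflamed keratinocytes also make, rose from 1.29 ± 0.637 to 212 ± 194 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 4.73e-04). Fpr1, a receptor for bacterial formyl peptides, had 0 reads over the controls and 180 over the Nampt-cKO libraries, which is at least 61.2-fold higher, with 0 taken as 3 reads over the group (counting error only). Ly6g, the gene of the neutrophil antigen Ly-6G, had 0 reads over the controls and 18 over the Nampt-cKO libraries and was too low to be tested.
Chemokines that draw neutrophils rose with them. Cxcl1 went from 0.486 ± 0.369 to 70.5 ± 36.9 CPM (SD, n = 4 each), a log2 fold change of 7.22 (standard error 0.65, adjusted p = 4.84e-05 from edgeR's quasi-likelihood test). Cxcl2 had 2 reads over the controls and 2453 over the Nampt-cKO libraries, a ratio of 1251 (95% counting interval 346 to 10328) after scaling for depth. Cxcl5 had 0 reads over the controls and was at least 235-fold higher.
Of 18 monocyte and macrophage markers, 9 were higher, 4 were lower and 5 did not pass the test (10 higher and 5 lower when adjusted over the list alone). The endotoxin coreceptor Cd14 rose from 2.96 ± 0.767 to 14.4 ± 7.37 CPM and the mannose receptor Mrc1 from 37.2 ± 14.9 to 116 ± 63.8 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 0.00117 and 0.00848). Csf1r, the receptor for macrophage colony-stimulating factor, fell from 66.8 ± 13.5 to 33.9 ± 9.68 CPM and the monocyte chemokine receptor Ccr2 from 6.18 ± 1.98 to 1.82 ± 1.25 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 0.00356 and 0.0140). Adgre1, which encodes F4/80, was at 17.9 ± 5.32 and 9.43 ± 4.15 CPM (SD, n = 4 each), with a log2 fold change of −0.92 (edgeR, BH-adjusted p = 0.0514, and 0.0199 without Nampt-cKO replicate 3, with 0.0108 to 0.143 over all alternatives). Of 9 genes of M1-type macrophages, 4 were higher and 5 did not pass the test (4 higher when adjusted over the list alone), among them Cd38, an NAD+ hydrolase, which rose from 3.78 ± 0.748 to 10.0 ± 4.28 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 0.00462), and Ptgs2, the inducible cyclooxygenase (7.75 ± 5.82 to 78.4 ± 53.5 CPM, SD, n = 4 each, edgeR, BH-adjusted p = 0.00201). Of 10 genes of M2-type macrophages, 4 were higher, 4 were lower and 2 did not pass the test (4 and 4 when adjusted over the list alone).
T cell and dendritic cell transcripts fell. Of 11 T cell markers, 7 were lower and 4 did not pass the test (7 lower when adjusted over the list alone). The CD3 chain Cd3e fell from 10.9 ± 1.20 to 0.878 ± 1.05 CPM and Cd3g from 14.5 ± 2.38 to 1.13 ± 0.830 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 0.00384 and 4.89e-04). Of 10 markers of dendritic and Langerhans cells, 9 were lower and 1 did not pass the test (9 lower when adjusted over the list alone). Among the 9, Cd207, the Langerhans cell lectin langerin, fell from 31.7 ± 5.01 to 2.36 ± 1.97 CPM, and Cd74, the invariant chain of MHC class II, from 749 ± 185 to 58.7 ± 38.0 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 4.94e-04 and 1.78e-04). Of 10 endothelial genes, by comparison, 2 were higher, 1 was lower and 7 did not pass the test (2 higher when adjusted over the list alone), with Sele and Selp, the endothelial selectins that slow leukocytes on the vessel wall, both higher (edgeR, BH-adjusted p = 0.00142 and 0.00136).
Camera gave adjusted p = 3.57e-07 for the neutrophil list, 0.302 for monocytes and macrophages, 0.208 and 0.910 for the M1-type and M2-type genes, 0.910 for endothelial genes, 0.0173 for T cells and 2.74e-04 for dendritic cells. With an estimated correlation, the neutrophil, T cell and dendritic cell lists each had an adjusted p = 0.525. The neutrophil markers past the test were 5 under the stricter filter and in limma on log2(RPKM + 0.1) and log2(RPKM + 1). Fewer monocyte and macrophage markers passed the test under some alternatives: 6 without control replicate 1, 2 or 4, and 8 without Nampt-cKO replicate 3 or 4 and in limma on unfiltered log2(RPKM + 0.1). DESeq2 called 7 of the M1-type genes. The M2-type genes past the test were 5 without control replicate 4, and the endothelial ones 5 without Nampt-cKO replicate 3. From the rise of IL-36α, IL-1β, IκBζ and the chemokines CXCL1 and CXCL2, the fall of IL-36RN, the infiltration of neutrophils and macrophages with no significant difference in CD3 staining, and the rise of CD38, the paper concludes that the skin inflammation of Nampt-cKO mice is driven by IL-36 signaling activation, leading to an innate immune response.

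**Figure D3:**
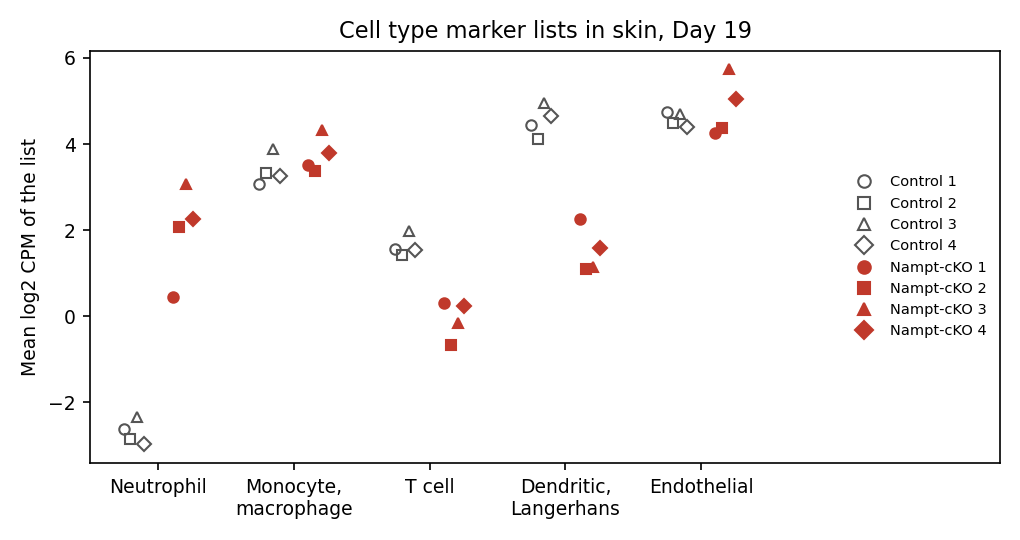
Mean log2 CPM of the genes of 5 marker lists in each of the 4 control libraries (open marks) and 4 Nampt-cKO libraries (filled marks). Every Nampt-cKO library lies above every control for the neutrophil markers and below every control for the T cell and the dendritic and Langerhans cell markers (exact two-sided permutation test, p = 0.0286 for each, the smallest p that 4 against 4 allow, and adjusted p = 0.0571 over the 36 lists).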

### Accumulation of DNA damage due to reduced PARP activity in Nampt-cKO mice.

We explored how NAD^+^ deficiency led to IL-36 expression in the epidermis. Considering the role of NAD^+^ in DNA repair (24), we assessed PARP activity and DNA damage markers in Nampt-cKO mice. Western blot analysis revealed a significant reduction in PARP1 and its product, poly-ADP ribose (PAR), in the skin of Nampt-cKO mice (Figure 3, A–C), indicating impaired PARP function due to NAD^+^ depletion. Moreover, the DNA damage marker γH2AX was notably elevated in Nampt-cKO mice, as shown by Western blot (Figures 3, A and D). These findings indicate that NAD^+^ deficiency causes DNA repair defects and genomic stress accumulation in keratinocytes. A previous study showed that genomic stress leads to the proteolysis of collagen, type XVII, α 1 (COL17A1), impairing epidermal stem cell function (25, 26). Therefore, we examined COL17A1 expression in Nampt-cKO mice. Western blot analysis revealed reduced COL17A1 levels in these mice (Figure 3, A and E). Additionally, IL-36A expression was increased in the epidermis of Nampt-cKO mice (Figure 3, A and F). Previous research has shown that thymic stromal lymphopoietin (TSLP), another epithelial cell–derived cytokine, is induced by COL17A1 dysfunction (27). Immunostaining analysis confirmed that COL17A1 expression was decreased in Nampt-cKO mice (Figure 3, G and H). In contrast, the levels of TSLP and IL-36A were significantly elevated in these mice (Figure 3, G, I, and J). These results suggest that NAD^+^ depletion triggers IL-36A and TSLP expression through epithelial dysfunction and COL17A1 proteolysis.

### Photoactivation enhances epidermal inflammation in Nampt-cKO mice.

Dermatitis in patients with pellagra is marked by photosensitive inflammation, indicating that UV exposure accelerates NAD^+^ depletion and DNA damage accumulation. To investigate this, we performed a UVB irradiation experiment on the Nampt-cKO mice. On Day 6 after tamoxifen treatment, the mice’s dorsal skin was exposed to a single dose of UVB (100 mJ/cm^2^) (Figure 4A). Nampt-cKO mice showed no visible skin inflammation on Day 12 without UVB exposure (sham group). However, UVB exposure worsened skin inflammation in these mice on Day 12 (Figure 4, B and C). We also measured NAD^+^ levels in the UVB-irradiated skin. UVB exposure significantly increased NAD^+^ levels in the control mice but not in the Nampt-cKO mice on Day 12 (Figure 4D). However, UVB exposure did not change the Nampt gene expression in either control or Nampt-cKO mice on Day 12 (Figure 4E). This is likely because elevated DNA damage induces a compensatory increase in NAD^+^ biosynthesis through pathways other than the salvage pathway. Western blot analysis showed that impaired PAR synthesis, increased γH2AX levels, and elevated IL-36A expression were more pronounced in the Nampt-cKO mice compared with the sham group (Figures 4, F and G). Analysis with qPCR (Figure 4H) and IHC (Figure 4, I and J) also confirmed that IL-36A was more significantly upregulated in the UVB-irradiated Nampt-cKO mice. These findings suggest that UVB irradiation worsens the phenotype in Nampt-cKO mice, with IL-36A overexpression contributing to the effect, further linking DNA damage to IL-36A expression.

### Percutaneous administration of NMN ameliorates skin inflammation in Nampt-cKO mice.

Finally, we examined whether NAD^+^ replenishment could prevent skin inflammation in Nampt-cKO mice. We percutaneously administered NMN to Nampt-cKO mice from Day 12 to Day 18 after tamoxifen treatment (Figure 5A). Percutaneous administration of NMN significantly restored NAD^+^ levels in Nampt-cKO mice without altering Nampt gene expression (Figure 5, B and C). Saline-treated Nampt-cKO mice developed apparent skin inflammation by Day 18, whereas NMN-treated Nampt-cKO mice exhibited improved skin condition as early as Day 12 (Figure 5D). Histological analysis revealed markedly reduced epidermal hyperplasia in NMN-treated compared with saline-treated Nampt-cKO mice (Figure 5E). The expression of IL-36A and CXCL1 was significantly downregulated in NMN-treated Nampt-cKO mice (Figure 5F). Furthermore, the expression of inflammatory cytokines, including IL-1β and IL-6, was also significantly suppressed (Figure 5G). Suppression of IL-36A at the protein level in NMN-treated Nampt-cKO mice was confirmed by immunofluorescence microscopy (Figure 5, H and I) and Western blot analysis (Figure 5, J and K). Collectively, these findings demonstrate that NAD^+^ deficiency is a direct cause of IL-36 activation and subsequent skin inflammation. Moreover, percutaneous administration of NMN may represent a potential therapeutic option for photosensitive dermatitis, including pellagra.

## Discussion

In this study, we showed that the deletion of epidermal Nampt leads to spontaneous skin inflammation. Specifically, reduced NAD^+^ levels resulted in decreased PARP activity and increased γH2AX, indicating genomic stress accumulation. This DNA damage is believed to trigger IL-36 cytokine overproduction in keratinocytes, causing inflammation and hyperproliferation. In the Nampt-cKO mice, we also observed reduced COL17A1 expression and elevated TSLP levels. Previous studies have indicated that reduced COL17A1 disrupts epidermal stem cell function (26) and promotes TSLP-mediated inflammation (27). It is known that genomic stress–induced proteolysis leads to COL17A1 degradation (25). In this study, we found that IL-1β expression is induced in Nampt-cKO mice, and previous reports have shown that IL-1β promotes the degradation and shedding of COL17A1 (28, 29). These findings suggest that IL-1β induction resulting from impaired DNA damage repair in the skin of Nampt-cKO mice contributes not only to the upregulation of IL-36A but also to the induction of TSLP through COL17A1 degradation.

IL-36 is a key inflammatory mediator in GPP pathophysiology. It has been reported that IL-36 triggers inflammation via Th17 pathways in patients with GPP (18, 19), but the Nampt-cKO mice did not show signs of Th17 cell differentiation. This indicates that the inflammatory mechanism in Nampt-cKO mice differs from that in skin conditions like psoriasis and atopic dermatitis. 

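Of 11 Th17 genes measured in the skin libraries, 3 were higher, 4 were lower and 4 did not pass edgeR's quasi-likelihood test at a BH-adjusted p under 0.05 (3 higher and 4 lower when adjusted over the list alone). Among the lower genes were the transcription factors Rora and Ahr, which are also made by skin cells other than T cells, and the IL-17 receptor chain Il17rc. Rora fell from 170.3 ± 12.9 CPM in controls to 60.6 ± 4.86 CPM in Nampt-cKO skin (SD, n = 4 each, edgeR, BH-adjusted p = 5.90e-06). The 3 higher genes were Ccl20, a chemokine that keratinocytes release and that draws cells with the receptor CCR6 (1.60 ± 1.10 to 6.00 ± 2.27 CPM, SD, n = 4 each, edgeR, BH-adjusted p = 0.00991), Il17b (0.380 ± 0.121 to 2.25 ± 0.744 CPM, SD, n = 4 each, edgeR, BH-adjusted p = 6.35e-04) and the receptor chain Il17ra, named here after its values were seen (41.0 ± 2.43 to 67.7 ± 20.4 CPM, SD, n = 4 each, edgeR, BH-adjusted p = 0.0118). Il23a, the IL-23 subunit that sustains Th17 cells, had a log2 fold change of −0.31 (standard error 0.47, edgeR, BH-adjusted p = 0.630).
The Th17 cytokines themselves were near or under the limit of detection. Il17a had 0 reads in all 8 libraries. Il17f had 0 reads over the controls and 12 over the Nampt-cKO libraries, and Il22 had 0 and 6 reads. At this depth a difference in Il17a was not detectable. For the Th17 list, camera gave an adjusted p = 0.866.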

Our data also show that the inflammation in Nampt-cKO mice was driven by innate immune cells, such as neutrophils and macrophages. While GPP also activates the IL-36 signaling pathway (30), its inflammation originates from autoimmune abnormalities. In contrast, inflammation in Nampt-cKO mice stems from keratinocyte stress. UV-induced DNA damage has previously been reported to induce IL-1β expression in the skin (31, 32). In our study, we also observed the induction of IκBζ, which is expected to enhance IL-36A expression. These findings suggest that, unlike GPP, the inflammatory response in this model is triggered predominantly by innate immune cells such as neutrophils, without substantial involvement of T cells.

This study was confined to animal models, and further research is necessary to translate these findings to humans. The characteristic of dermatitis in patients with pellagra is photosensitivity. The dermatitis in Nampt-cKO mice also exhibited photosensitive dermatitis. This implies that dysfunction of NAD^+^ metabolism may have significant effects on photosensitivity and oxidative stress responses in the skin. It has also been reported that skin Nampt levels and NAD^+^ decrease with aging (6, 33), which may contribute to age-related skin diseases. In this context, investigating the potential involvement of NAD^+^ metabolic dysfunction in photosensitive disorders — such as pellagra and chronic actinic dermatitis, which exhibits photosensitivity symptoms predominantly in the elderly — is a subject for future research. Moreover, NAD^+^ supplementation therapy has been suggested to be effective in many age-related diseases (3, 7), indicating that maintaining NAD^+^ levels in the skin may contribute to the suppression of inflammatory responses and aging phenomena. In this study, we demonstrated that percutaneous administration of NMN efficiently increased NAD^+^ levels in the absence of Nampt. Previous studies have reported that orally or intravenously administered NMN is readily degraded into NAM or nicotinic acid (34). Our current findings suggest that NMN can serve as a direct precursor for NAD^+^ synthesis in the skin and may represent a potential strategy to enhance NAD^+^ levels against photosensitizing dermatitis, including sunburn.

In summary, our study shows that NAD^+^ deficiency can trigger IL-36–mediated inflammation, offering insights into the role of NAD^+^ metabolism in skin inflammation. However, specific pathways connecting NAD^+^ deficiency, DNA damage, and IL-36 overproduction are still unclear and require further research. In addition, investigating the potential of NAD^+^ supplementation as a therapy could lead to new treatments for inflammatory skin diseases.

## Methods

### Sex as a biological variable.

Only male mice were used in this study; therefore, sex was not evaluated as a biological variable. It is unknown whether the findings are relevant for female mice.

### Generation of epidermis-specific Nampt-cKO mice.

Nampt floxed mice (C57BL/6J-Nampt^fl/fl^) (35) were crossed with KRT5-CreERT2 mice (C57BL/6J-Krt5^CreERT2^) (36) to generate epidermis-specific Nampt-cKO mice (Nampt^fl/fl^ KRT5-^CreERT2+^). Genotyping was performed by PCR to confirm the presence of the floxed Nampt allele and CreERT2 transgene. Primer sequences are provided in Supplemental Table 1 (supplemental material available online with this article; https://doi.org/10.1172/jci.insight.189177DS1).

### Tamoxifen administration.

To induce Cre-mediated recombination, 8-week-old male Nampt-cKO mice received i.p. injections of tamoxifen (Sigma-Aldrich, T5648) dissolved in corn oil (Sigma-Aldrich, C8267) at 20 mg/mL. Tamoxifen was administered at 100 μg/g body weight once daily for 5 consecutive days.

### UVB irradiation experiment.

Nampt-cKO mice and control mice received tamoxifen to induce recombination as previously described. On Day 6 after tamoxifen administration, mice were sedated with a general triple combination anesthetic (medetomidine, midazolam, and butorphanol) to minimize movement during the procedure. Following sedation, the dorsal skin was carefully shaved to ensure uniform exposure. A single dose of UVB (100 mJ/cm^2^) was irradiated to the shaved dorsal skin using a UVB lamp (280–320 nm). To localize the exposure, nontargeted areas were shielded during irradiation.

### Topical NMN treatment.

Nampt-cKO and control mice were sedated and dorsally shaved, as described above. NMN (Tokyo Chemical Industry, N1123) was dissolved in sterile 0.9 % saline (Otsuka Pharmaceutical Factory, 1326) to prepare a fresh 1 % (w/v) solution each day. From Day 12 to Day 18 after tamoxifen administration, 2 mL of this solution — corresponding to approximately 20 mg NMN per mouse — was applied once daily to the shaved dorsal skin with a fine-mist sprayer; vehicle controls received the same volume of saline. Four groups were evaluated (Control + Saline, Control + NMN, Nampt-cKO + Saline, Nampt-cKO + NMN; *n* = 6 per group). Dorsal skin was reshaved at necropsy, and tissues were collected on Day 19.

### Tissue preparation and H&E staining.

Skin samples were collected from the dorsal region of mice at specified time points (Day 0, 12, 19, and 26 after tamoxifen administration), fixed in 10% neutral-buffered formalin, processed, and embedded in paraffin. Sections (4 μm) were stained with H&E for histological evaluation.

### IHC and immunofluorescence (IF).

Paraffin-embedded skin sections were deparaffinized, rehydrated, and underwent antigen retrieval. Sections were blocked and incubated overnight at 4°C with primary antibodies for TSLP (Abcam, ab188766, polyclonal, 1:400), COL17A1 (Abcam, ab184996, clone EPR18614, 1:400), CD3 (Proteintsch, 17616-1-AP, polyclonal, 1:400), Ly6G (BD Biosciences, 550291, clone RB6-8C5, 1:200), F4/80 (Proteintsch, 28463-1-AP, polyclonal, 1:400), IL-36A (Abcam, ab269274, clone EPR23152-241, 1:200), and Ki67 (Abcam, ab16667, clone SP6, 1:400). For IHC, sections were treated with HRP-conjugated secondary antibodies (Abcam, ab214880, Polyclonal, 1:400) and developed with DAB substrate. For IF, Alexa Fluor–conjugated secondary antibodies (Invitrogen, A11034 and A10040, Polyclonal, 1:500) were used, followed by counterstaining with DAPI.

### Western blotting analysis.

Protein extracts from skin tissues were prepared in RIPA buffer with protease inhibitors. Equal amounts of protein were separated by SDS-PAGE, transferred to PVDF membranes, and probed with primary antibodies against NAMPT Bethyl (Bethyl, A300-372A, Polyclonal, 1:5,000), PARP1 (Active Motif, 36010, Polyclonal, 1:2,000), PAR (biotechne, 4336-BPC, Polyclonal, 1:1,000), COL17A1 (Abcam, ab184996, clone EPR18614, 1:1,000), γH2AX (Abcam, ab2893, Polyclonal, 1:1,000), and pan-actin (Cell Signaling, 8456, clone D18C11, 1:1,000). HRP-conjugated secondary antibodies (Cell Signaling, 7074, Polyclonal, 1:1,000) were used, and signals were detected using chemiluminescence (Nacalai Tesque, 07880 and 02230).

### qPCR.

Total RNA was extracted from skin tissues using TRI Reagent (Sigma-Aldrich, T9424) and purified with the RNeasy Mini Kit (Qiagen, 74106) with reference to previous reports (37). RNA was reverse transcribed into cDNA using ReverTra Ace qPCR RT Master Mix (TOYOBO, FSQ-301). qPCR was performed using THUNDERBIRD SYBR qPCR Mix (TOYOBO, QPS-201) on an ABI StepOnePlus Real-Time PCR System. Relative gene expression was calculated using the ΔΔCt method with Actb as the housekeeping gene. Primer sequences are provided in Supplemental Table 1.

### RNA-seq.

RNA-seq was performed by Gene Nex on Nampt-cKO and control mice at Day 19. Libraries were prepared using poly-A selection and sequenced on an Illumina NovaSeq 6000. Differential gene expression analysis was conducted following standard protocols. 

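Saa3, an acute-phase serum amyloid, had 0 reads over the controls and 461 ± 284 CPM in Nampt-cKO skin (SD, n = 4), at least 30545-fold higher, and Il24, a keratinocyte cytokine of the IL-10 family, was at least 2531-fold higher (0 taken as 3 reads over the group). Krt6b, a keratin of wounded and hyperproliferative epidermis whose reads can be shared with the near-identical Krt6a, rose from 0.485 ± 0.248 to 2828 ± 2055 CPM (SD, n = 4 each, log2 fold change 12.52, standard error 0.96, adjusted p = 2.17e-05 from edgeR's quasi-likelihood test with BH adjustment). Among genes past the test with a mean of at least 1 CPM and groups that do not overlap, predicted genes and those with names ending in Rik left out, the other 7 of the 10 largest increases were Cyp24a1, which breaks down vitamin D, the neutrophil granule gene Ngp, the stefin genes Stfa2 and BC117090, the protease inhibitor Spink12, Cdhr1 and Cbln1. Stfa2 and BC117090 belong to a cluster of near-identical stefin A genes, between which reads can be split. Under the same limits, the 10 largest decreases were Kcnj16, Gng13, Retnla, Crygn, H2-Oa, Serpina3b, Upk3b, Tmem45a2, Skint7 and Ankrd31. Retnla, a secreted protein of alternatively activated macrophages, fell from 4.24 ± 2.79 to 0.0451 ± 0.0533 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 3.13e-04). H2-Oa, an MHC class II chain of antigen-presenting cells, fell from 2.43 ± 0.626 to 0.0278 ± 0.0556 CPM, and Skint7, of a keratinocyte gene family linked to epidermal γδ T cells, from 46.8 ± 24.1 to 1.08 ± 1.03 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 5.14e-04 and 2.16e-04).
At a BH-adjusted p under 0.05, edgeR called 7905 of the genes tested, 4109 higher and 3796 lower in Nampt-cKO skin. With a change of at least 2-fold as well, 1285 were higher and 1820 were lower (3105 together, and 1498 in limma on log2(RPKM + 1)). In 7835 genes (45.3%) all 4 Nampt-cKO libraries lay on one side of all 4 controls, where chance gives 2.86%. By the authors' deposited table, which gives an FDR-corrected p and a fold change for each gene, 1478 genes were higher and 2090 lower at a corrected p under 0.05 and at least 2-fold. Of these 3568 genes, 3091 were tested here, and edgeR called 3031 of them in the same direction.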

The list of differentially expressed genes (DEGs) is shown in Supplemental Table 2.

### NAD^+^ and its related metabolite quantification by LC/MS.

NAD metabolites in mouse tissues were quantified using LC/MS as previously reported (38). Frozen skin tissues were homogenized, metabolites were extracted, and samples were analyzed using an Agilent 6460 Triple Quadrupole LC/MS system. The MRM transitions and retention times for each metabolite are summarized in Supplemental Table 3.

### Statistics.

Statistical analyses were performed using GraphPad Prism software (version 10.0.0). Data are presented as mean ± SEM. Statistical significance was assessed using 2-tailed Student’s *t* test or 2-way ANOVA, followed by Tukey’s post hoc multiple-comparison test when applicable. *P* < 0.05 was considered statistically significant.

### Study approval.

All animal experiments were approved by the Animal Experimentation Ethics Committee of the University of Toyama (A2022MED-19 and A2025MED-05) and conducted in accordance with institutional guidelines for animal welfare as well as the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

### Data availability.

All raw RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE284223 (https://www.ncbi.nlm.nih.gov/geo). All other datasets supporting the findings of this study are available from the corresponding author upon reasonable request.

## Author contributions

Conceptualization was contributed by T Seki, YY, TM, and TN. Data curation was contributed by T Seki. Formal analysis was contributed by T Seki and JK. Funding acquisition was contributed by HU, KY, TM, T Shimizu, and TN. Investigation was contributed by T Seki, YY, HU, KY, and MK. Methodology was contributed by YY, HU, KY, and MK. Project administration was contributed by T Seki, and TN. Resources were contributed by KY, T Shimizu, and TN. Visualization was contributed by T Seki, JK, and TN. Writing of the original draft was contributed by T Seki. Review and editing were contributed by T Seki and TN.

## Funding support

- KAKENHI from the Japan Society for the Promotion of Science (22H02630, 22K19289, 23K24762, and 25H01095.)
- Kobayashi Foundation.
- Takeda Science Foundation.
- Tamura Science & Technology Foundation.
- Takeda Medical Research Foundation.
- Takahashi Industrial and Economic Research Foundation.
- Japan Foundation for Applied Enzymology.
- AMED-PRIME (grants no. 24gm6710007h0003 and 25gm6710007h0004).
- AMED-CREST (grant no. JP21gm1410010).
- Japan Science and Technology Agency Precursory Research for Embryonic Science and Technology (PRESTO) (JPMJPR214C).

## Supplementary Material

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supporting data values

## Figures and Tables

**Figure 1:**
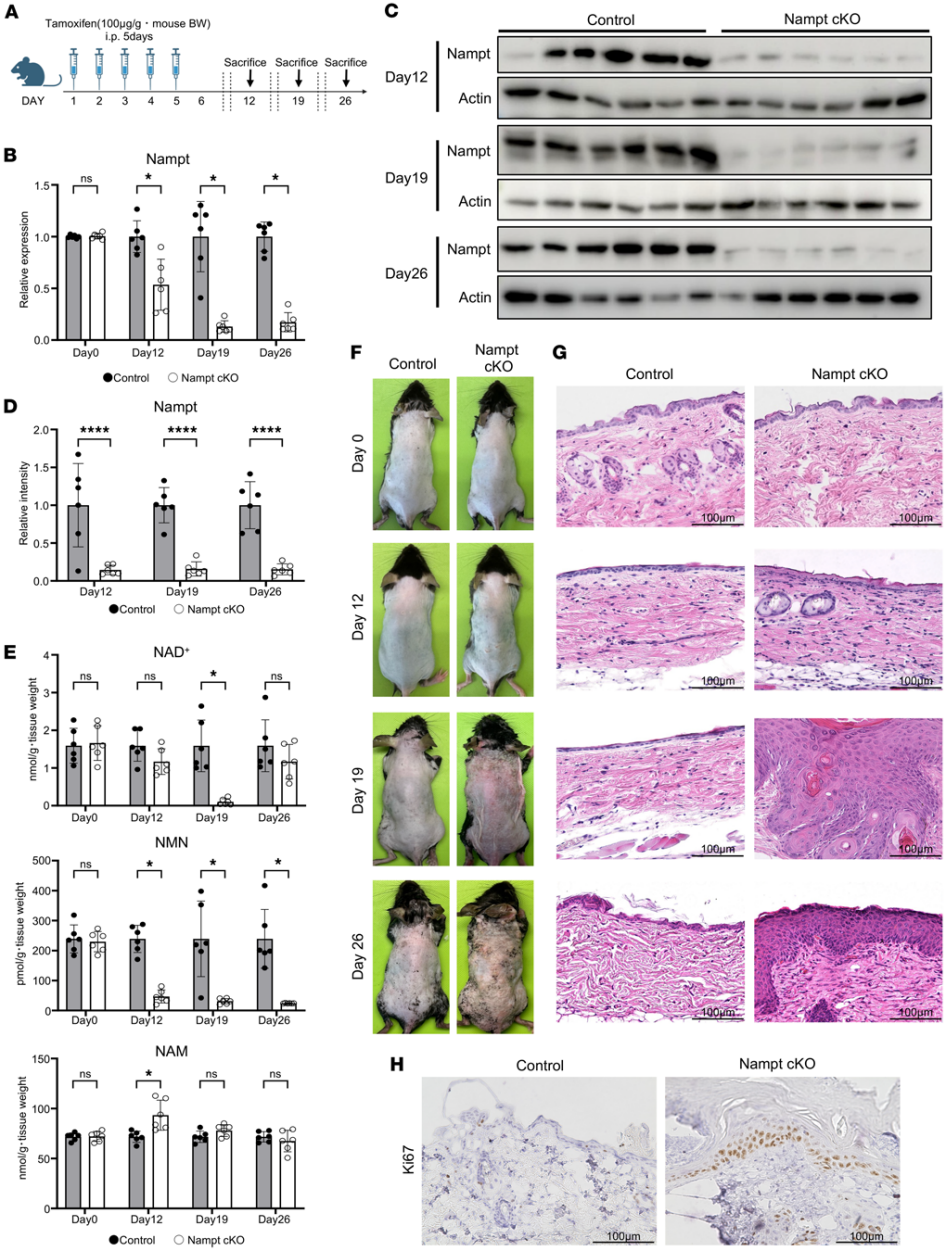
Spontaneous skin inflammation due to NAD^+^ depletion in Nampt-cKO mice. (**A**) Experimental time line showing tamoxifen administration and sample collection for control and Nampt-cKO mice. (**B**) Nampt mRNA levels in the epidermis of control and Nampt-cKO mice on Days 0, 12, 19, and 26, as determined by qPCR. Data are shown as mean ± SEM. Student’s *t* test. *n* = 6. (**C**) Western blot analysis of Nampt in epidermal lysates from control and Nampt-cKO mice at Days 12, 19, and 26 with pan-actin as a loading control. (**D**) Semiquantitative densitometric analysis of Nampt Western blots normalized to pan-actin using ImageJ. Data are shown as mean ± SEM. Student’s *t* test., *n* = 6. (**E**) NAD^+^, NMN, and NAM levels in control and Nampt-cKO epidermis on Days 0, 12, 19, and 26, as measured by LC/MS. Data are shown as mean ± SEM. Student’s *t* test. *n* = 6. (**F**) Representative clinical photographs of control and Nampt-cKO skin at Days 0, 12, 19, and 26. (**G**) Representative H&E-stained sections of control and Nampt-cKO skin at Days 0, 12, 19, and 26. Scale bars: 100 μm. (**H**) Ki67 immunohistochemistry in control and Nampt-cKO epidermis on Day 19. Scale bars: 100 μm. *P < 0.05, ****P < 0.0001.

**Figure 2:**
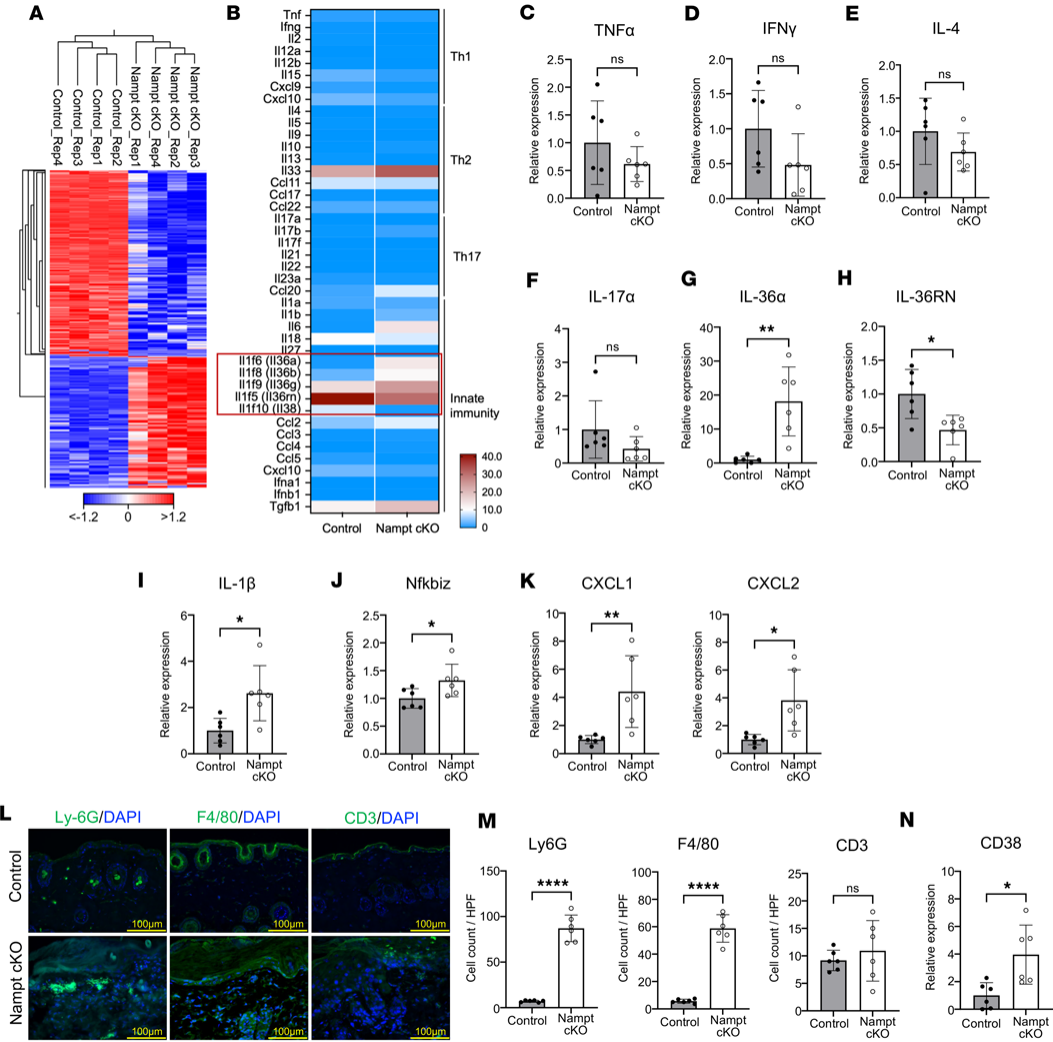
IL-36–driven inflammation without T cell polarization in Nampt-cKO mice. (**A**) RNA-seq heatmap for gene expression in control and Nampt-cKO skin on Day 19. *n* = 4. (**B**) Heatmap of individual inflammatory cytokine expression levels from RNA-seq data. (**C**–**K**) Gene expression levels of TNF-α (**C**), IFN-γ (**D**), IL-4 (**E**), IL-17α (**F**), IL-36α (**G**), IL-36RN (**H**), IL-1β(**I**), Nfkbiz (**J**), and CXCL1 and CXCL2 (**K**) in control and Nampt-cKO skin on Day 19, as determined by qPCR. Data are shown as mean ± SEM. Student’s *t* test. *n* = 6. (**L**) Representative immunofluorescence images for Ly-6G (neutrophils), F4/80 (macrophages), and CD3 (T cells) in control and Nampt-cKO skin on Day 19. Nuclei were counterstained with DAPI. Scale bars: 100 μm. (**M**) Quantification of Ly-6G^+^, F4/80^+^, and CD3^+^ cells using ImageJ. Data are shown as mean ± SEM. Student’s *t* test. *n* = 6. (**N**) Gene expression level of CD38 in control and Nampt-cKO skin on Day 19, as determined by qPCR. Data are shown as mean ± SEM. 2-tailed Student’s *t* test. *n* = 6. *P < 0.05, **P < 0.01, ****P < 0.0001.

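The 8 skin libraries separated by genotype, and the Nampt-cKO libraries were spread more widely than the controls. On the first principal component of log2 CPM over the genes tested, which held 62.5% of the variance, the library labelled Nampt-cKO replicate 1 lay at 0.736 of the way from the control mean to the Nampt-cKO mean, and replicates 2, 3 and 4 at 1.12, 1.10 and 1.04. Among the Nampt-cKO libraries, replicate 1 also had the least Krt6b, a keratin of stressed epidermis (455 CPM), and the least S100a8, a neutrophil and keratinocyte alarmin (9.13 CPM). The second component held 12.4% of the variance.
Of the 41 genes labelled in Figure 2B, 25 could be tested: 8 were higher, 5 were lower and 12 did not pass edgeR's quasi-likelihood test (8 higher and 5 lower when adjusted over the list alone). How these genes were chosen is not given in the sources used here, so the count is not taken as independent evidence of a direction. The higher genes were Il1f6, Il1f8, Il1b, Il6, Il10, Il17b, Ccl20 and Tgfb1, and the lower ones were Il1f10, Il13, Il15, Cxcl9 and Ccl11. Il6, a cytokine of the acute-phase response, rose from 0.148 ± 0.111 to 8.98 ± 7.42 CPM (SD, n = 4 each, log2 fold change 5.93, standard error 0.75, adjusted p = 2.55e-04 from edgeR with BH adjustment). Tgfb1, a regulator of inflammation and matrix, rose from 32.6 ± 3.20 to 45.7 ± 6.38 CPM, and the interferon-γ-induced chemokine Cxcl9 fell from 3.55 ± 0.632 to 1.21 ± 0.492 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 0.00897 and 0.00390). The alarmin Il33 was at 79.0 ± 9.93 and 69.1 ± 36.9 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 0.671). Ccl2, which draws monocytes, was at 3.75 ± 2.58 and 6.46 ± 3.21 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 0.280). The number of panel genes past the test was 8 without control replicate 1 or 3.
Il10 lost its call without control replicate 2 (edgeR, BH-adjusted p = 0.0560, with 0.00120 to 0.0560 over all alternatives). Ccl11 lost its call without control replicate 3 or Nampt-cKO replicate 2 (0.0662 and 0.0600) and under limma-voom (0.103, with 0.00209 to 0.103 over all alternatives). Il13 lost its call with no filter (0.0817) and without any single library other than Nampt-cKO replicate 1 (0.0595 to 0.0885, with 0.00258 to 0.0885 over all alternatives).

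**Figure D4:**
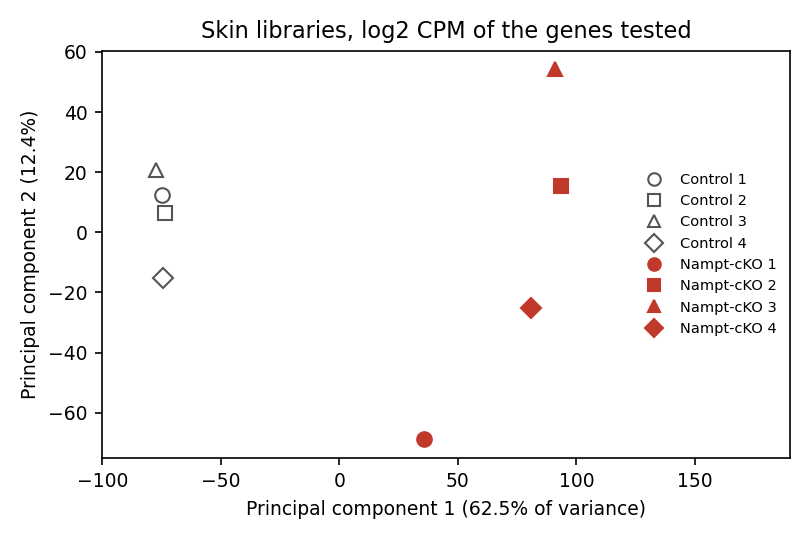
Positions of the 8 skin libraries on the first and second principal components of log2 CPM (prior count 2) over the genes tested. Both axes are in component units, open marks are controls and filled marks are Nampt-cKO libraries. The controls lie together at the left, and the library labelled Nampt-cKO replicate 1 lies between them and the other Nampt-cKO libraries.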

**Figure 3:**
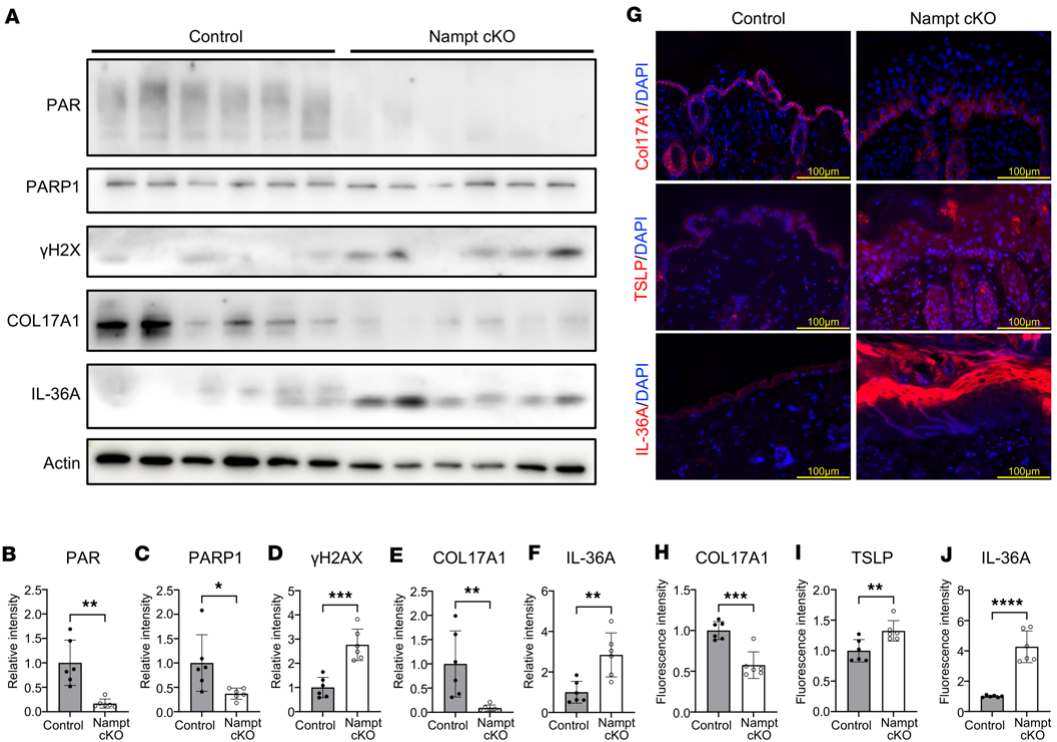
DNA Damage accumulation from reduced PARP activity in Nampt-cKO mice. (**A**) Western blot analysis for PAR, PARP1, γH2AX, COL17A1, and IL-36A in control and Nampt-cKO skin on Day 19, with pan-actin as a loading control. (**B**–**F**) Semiquantitative densitometric analysis of Western blots for PAR (**B**), PARP1 (**C**), γH2AX (**D**), COL17A1 (**E**), and IL-36A (**F**), normalized to pan-actin using ImageJ. Data are shown as mean ± SEM. Student’s *t* test. *n* = 6. (**G**) Representative immunofluorescence images of TSLP, COL17A1, and IL-36A in control and Nampt-cKO skin on Day 19. Scale bars: 100 μm. (**H**–**J**) Quantification of COL17A1 (**H**), TSLP (**I**), and IL-36A (**J**) in immunofluorescence images using ImageJ. Data are shown as mean ± SEM. 2-tailed Student’s *t* test. *n*= 6. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 4:**
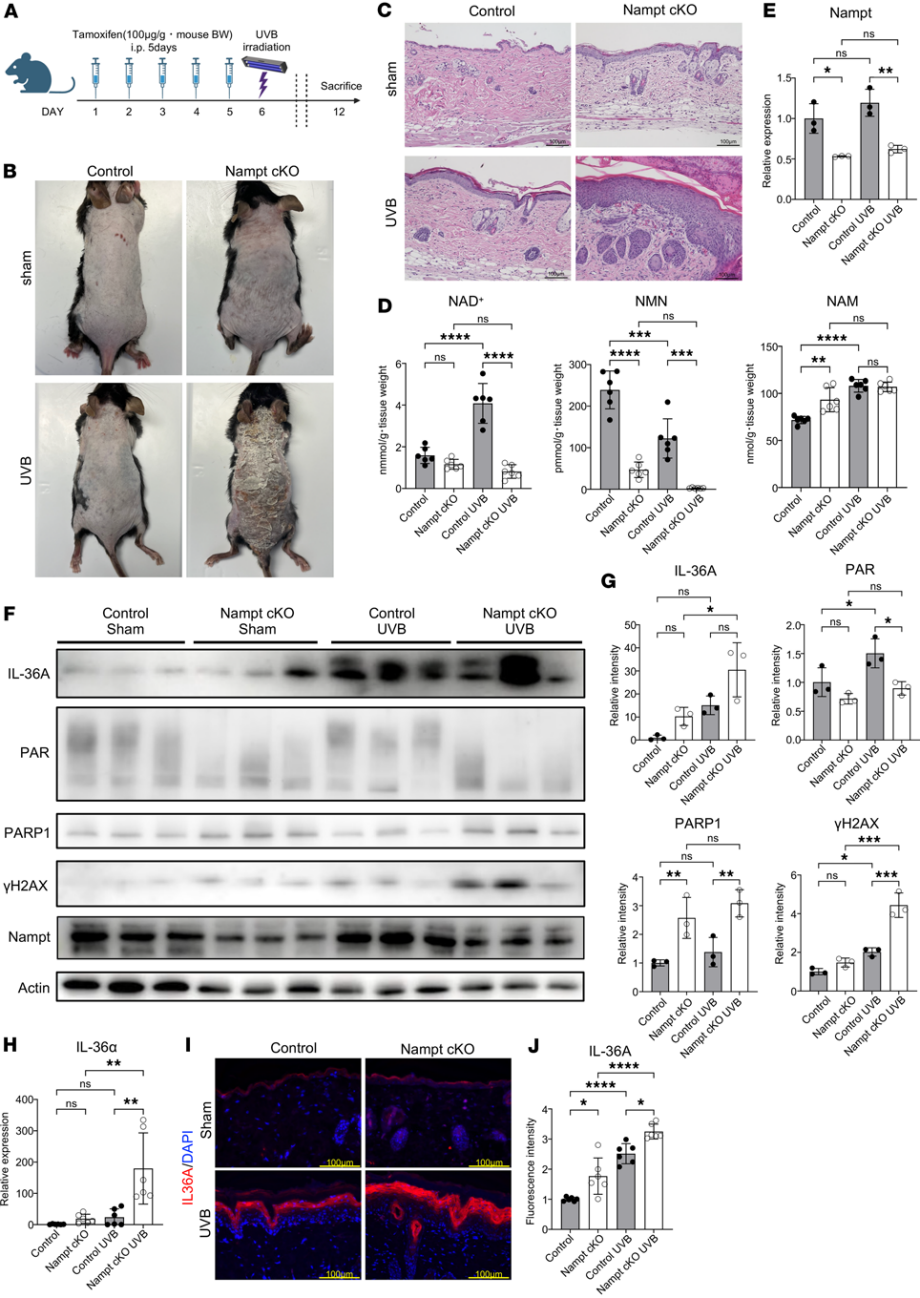
UVB-enhanced epidermal inflammation in Nampt-cKO mice. (**A**) Experimental time line showing tamoxifen administration, UVB irradiation, and sample collection for control and Nampt-cKO mice. (**B**) Representative clinical photographs of control and Nampt-cKO mice after UVB irradiation or sham treatment on Day 12. (**C**) Representative H&E-stained sections of control and Nampt-cKO skin after UVB irradiation or sham treatment on Day 12. Scale bars: 100 μm. (**D**) Levels of NAD^+^, NMN, and NAM in the epidermis of control and Nampt-cKO mice after UVB irradiation or sham treatment on Day 12, as measured by LC/MS. Data are shown as mean ± SEM. Two-way ANOVA with Tukey’s post hoc test. *n* = 6. (**E**) Nampt mRNA levels in the epidermis of control and Nampt-cKO mice after UVB irradiation or sham treatment on Day 12, as determined by qPCR. Data are shown as mean ± SEM. Two-way ANOVA with Tukey’s post hoc test. *n* = 6. (**F**) Western blot analysis for IL-36A, PAR, PARP1, γH2AX, and NAMPT in the epidermis of control and Nampt-cKO mice after UVB irradiation or sham treatment on Day 12. Pan-actin was used as a loading control. (**G**) Semiquantitative densitometric analysis of Western blots normalized to pan-actin using ImageJ. Data are shown as mean ± SEM. Two-way ANOVA with Tukey’s post hoc test. *n* = 3. (**H**) IL-36α mRNA levels in the epidermis of control and Nampt-cKO mice after UVB irradiation or sham treatment on Day 12, as determined by qPCR. Data are shown as mean ± SEM. Two-way ANOVA with Tukey’s post hoc test. *n* = 6. (**I**) Representative immunofluorescence images of IL-36A in control and Nampt-cKO skin after UVB irradiation or sham treatment on Day 12. Scale bars: 100 μm. (**J**) Quantification of IL-36A in immunofluorescence images using ImageJ. Data are shown as mean ± SEM. Two-way ANOVA with Tukey’s post hoc test. *n* = 6. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 5:**
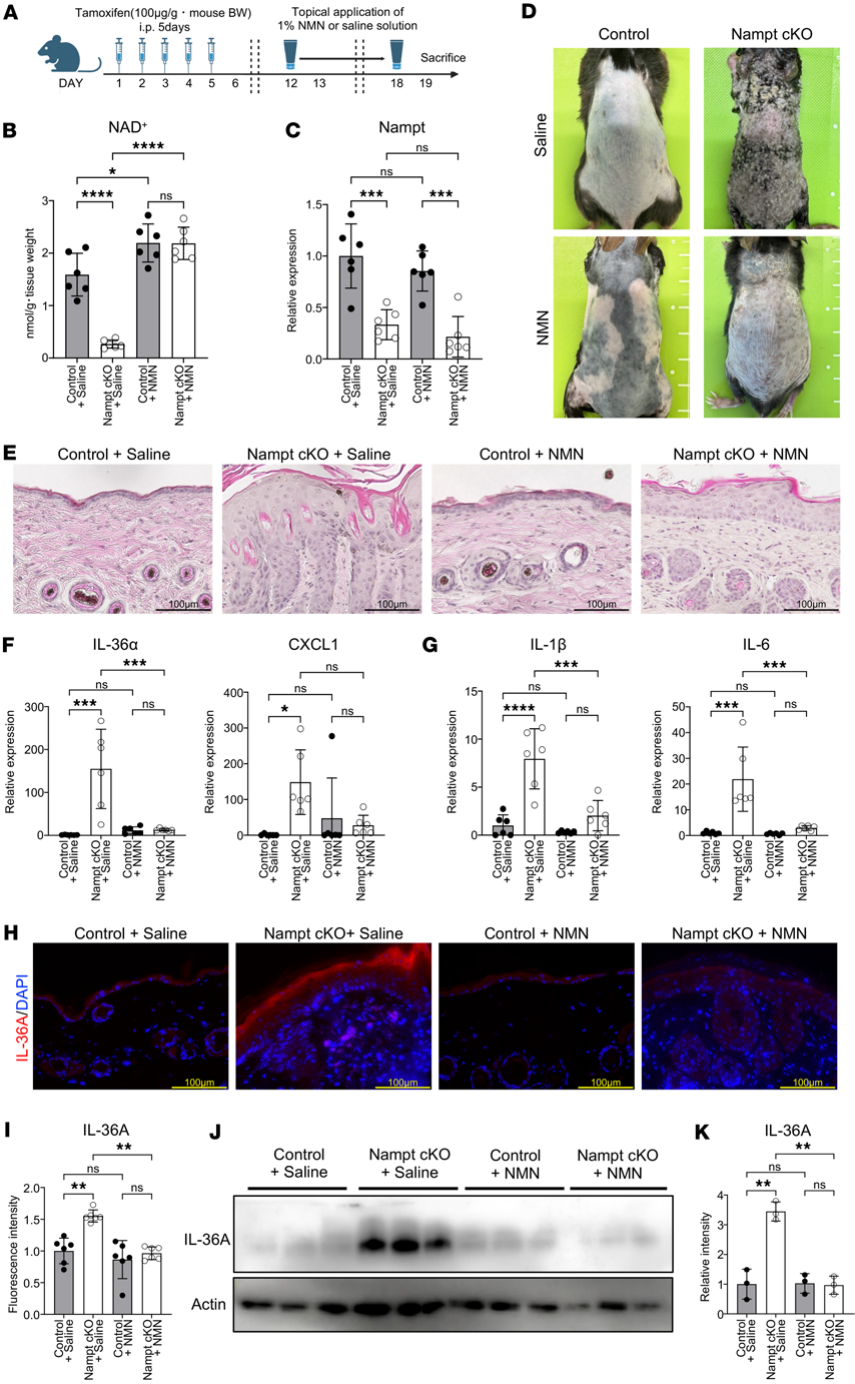
Topical NMN treatment ameliorates skin inflammation in Nampt-cKO mice. (**A**) Experimental time line showing tamoxifen administration, topical NMN treatment, and sample collection for control and Nampt-cKO mice. (**B**) NAD^+^ levels in the epidermis of control and Nampt-cKO mice with NMN or saline treatment on Day 19, as measured by LC/MS. Data are shown as mean ± SEM. Two-way ANOVA with Tukey’s post hoc test. *n* = 6. (**C**) Nampt mRNA levels in epidermis of control and Nampt-cKO mice with NMN or saline treatment on Day 19, as determined by qPCR. Data are shown as mean ± SEM. Two-way ANOVA with Tukey’s post hoc test. *n* = 6. (**D**) Representative clinical photographs of control and Nampt-cKO mice with NMN or saline treatment on Day 19. (**E**) Representative H&E-stained sections of control and Nampt-cKO mice with NMN or saline treatment on Day 19. Scale bars: 100 μm. (**F** and **G**) Gene expression levels of inflammation-related cytokines in epidermis of control and Nampt-cKO mice with NMN or saline treatment on Day 19, as determined by qPCR. Data are shown as mean ± SEM. Two-way ANOVA with Tukey’s post hoc test. *n* = 6. (**H**) Representative IHC images for IL-36A in the epidermis of control and Nampt-cKO mice with NMN or saline treatment on Day 19. Hematoxylin was used for counterstain. Scale bars: 100 μm. (**I**) Quantification of IL-36A in immunofluorescence images using ImageJ. Data are shown as mean ± SEM. Two-way ANOVA with Tukey’s post hoc test. *n* = 6. (**J**) Western blot analysis for IL-36A in the epidermis of control and Nampt-cKO mice with NMN or saline treatment on Day 19. Pan-actin was used as a loading control. (**K**) Semiquantitative densitometric analysis of IL-36A Western blots normalized to pan-actin using ImageJ. Data are shown as mean ± SEM. Two-way ANOVA with Tukey’s post hoc test. *n* = 3. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

## Version 1 02/10/2026

In-Press Preview

## Version 2 03/23/2026

Electronic publication

# Supplementary material for: Epidermal NAD+ deficiency induces IL-36–mediated skin inflammation and acanthosis
**Source:** JCI Insight. 2026 Feb 10;11(6):e189177. doi: 10.1172/jci.insight.189177

Fig1C

Nampt Day12

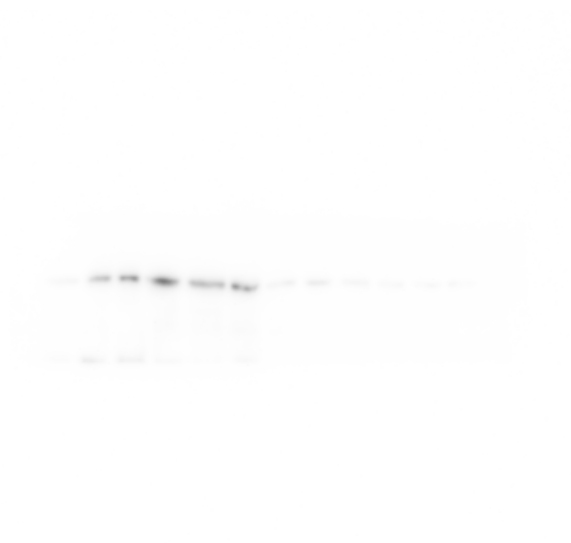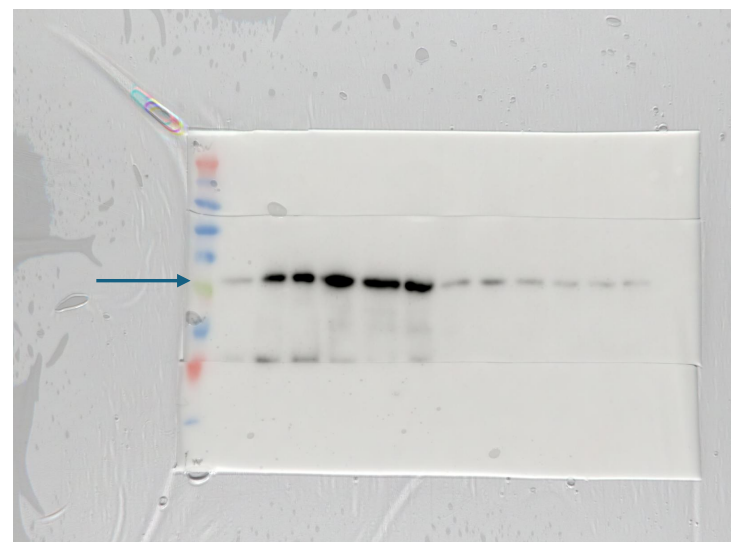

Fig1C

Actin Day12

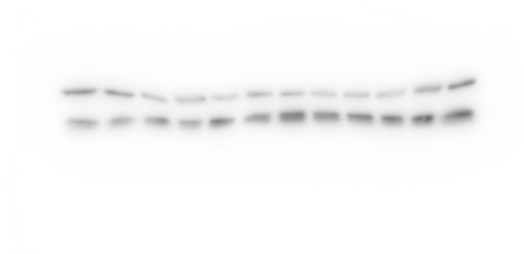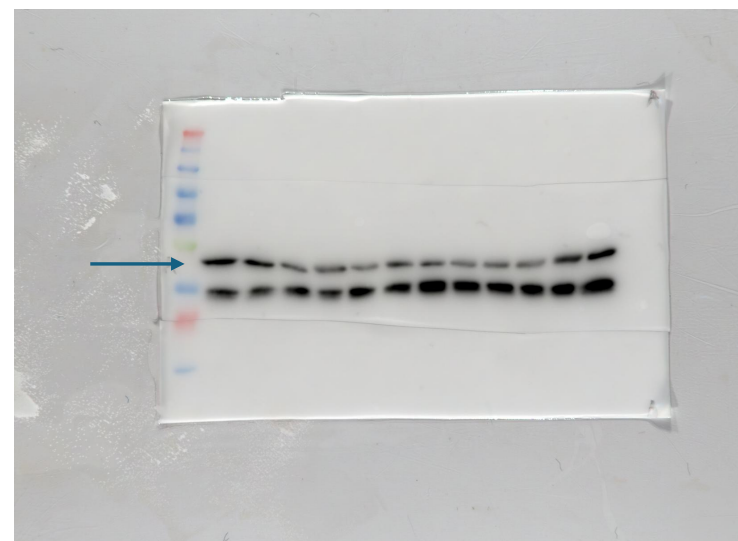

Fig1C

Nampt Day19

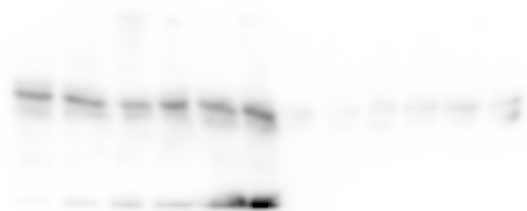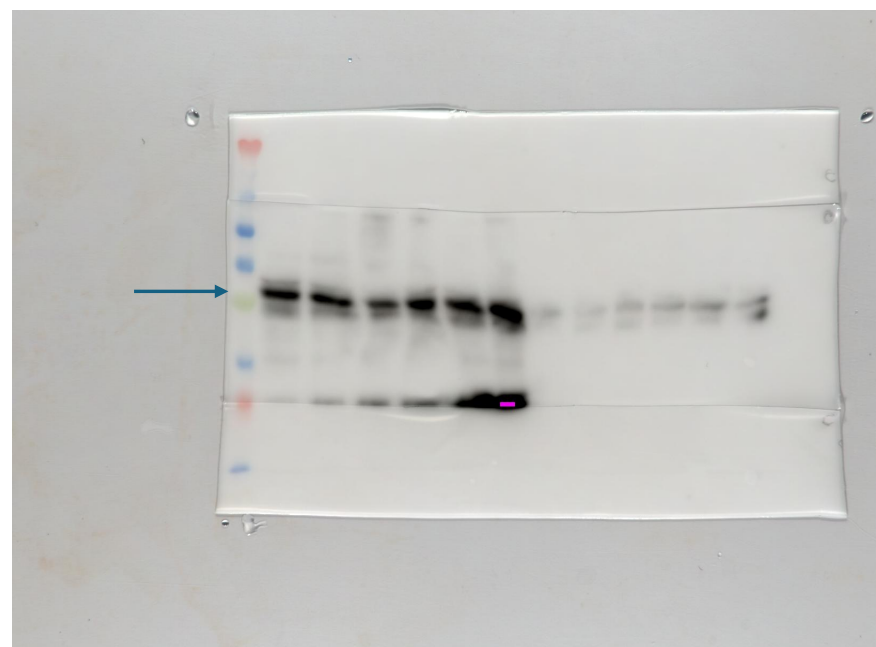

Fig1C

Actin Day19

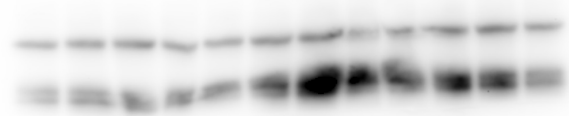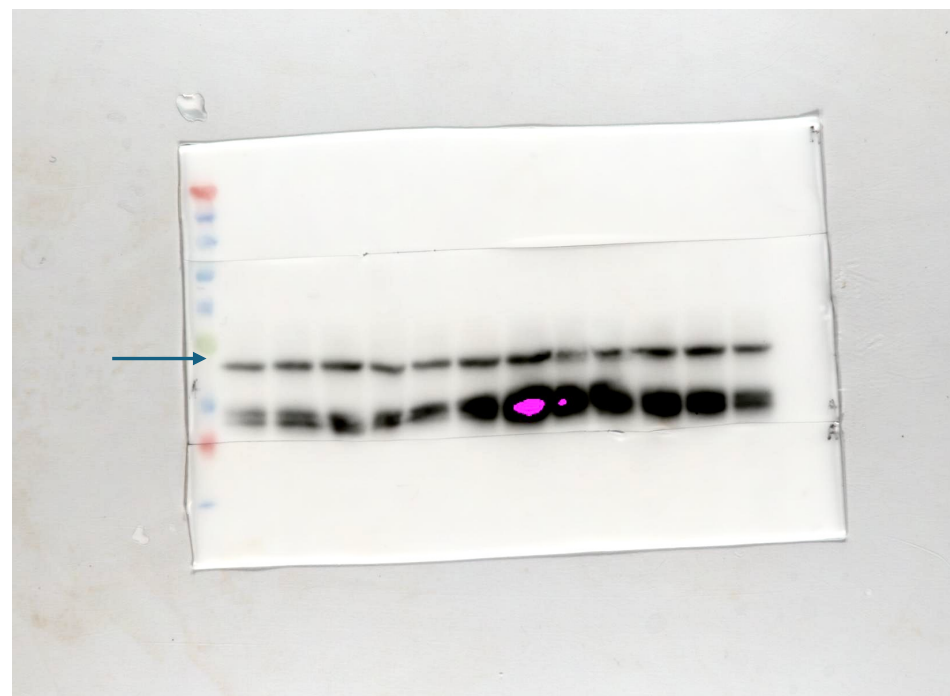

Fig1C

Nampt Day26

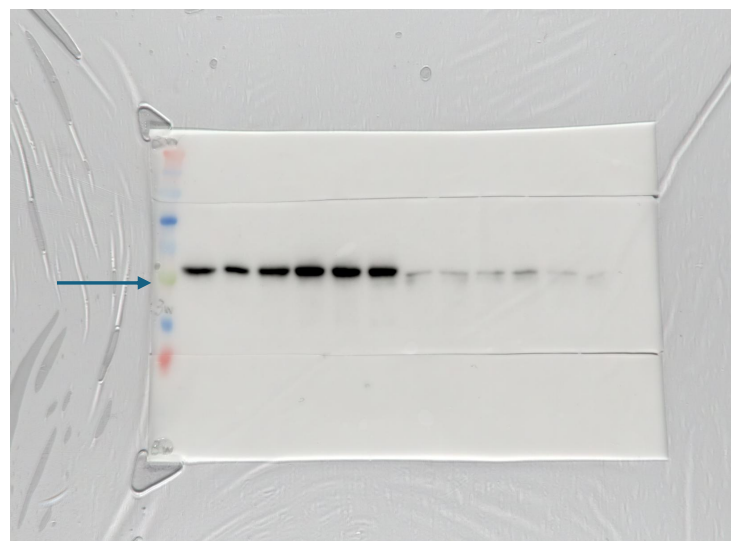

Fig1C

Actin Day26

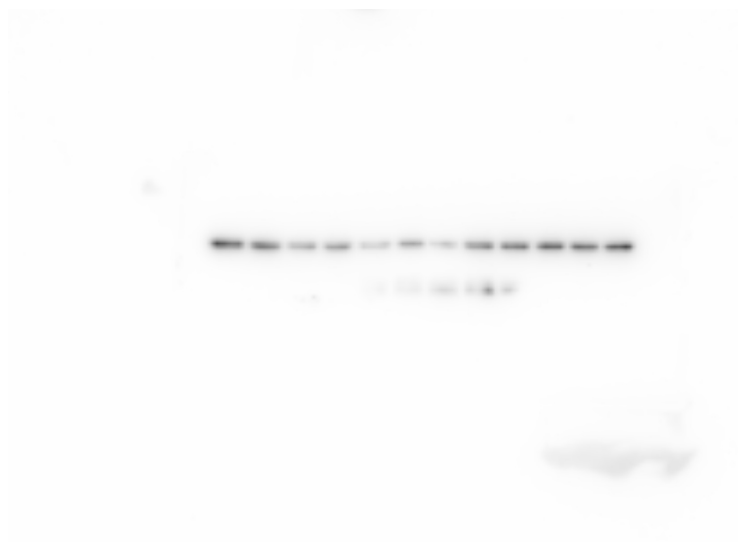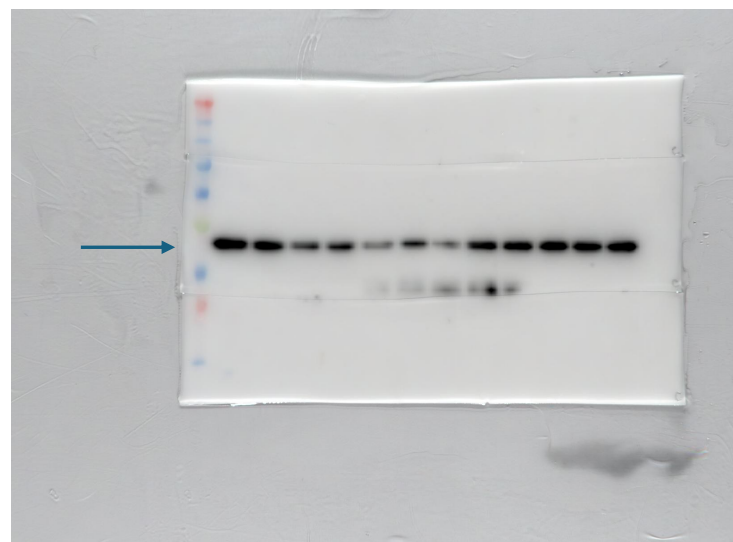

Fig3A

PAR

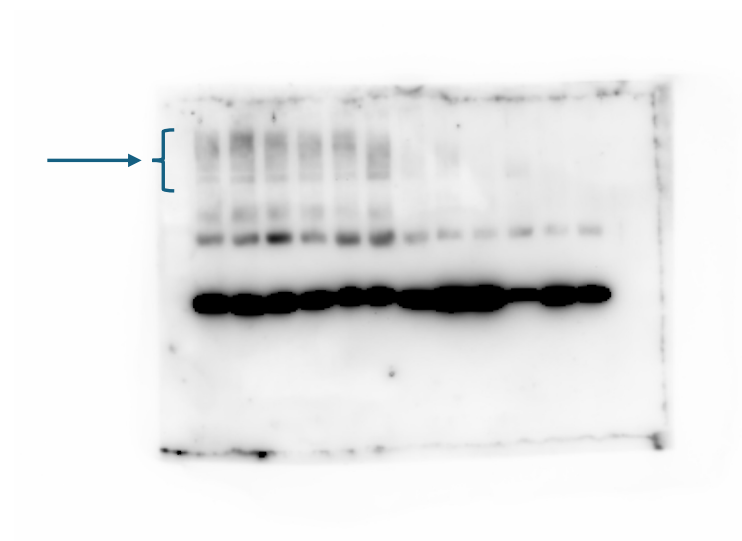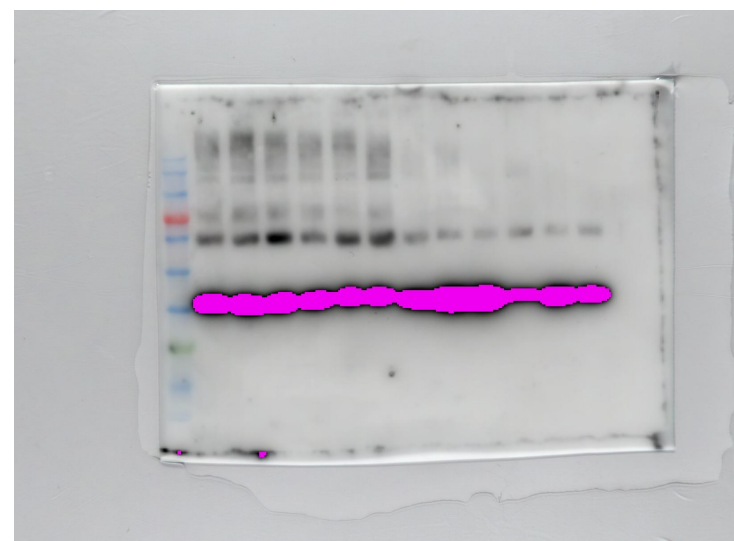

Fig3A
PARP1

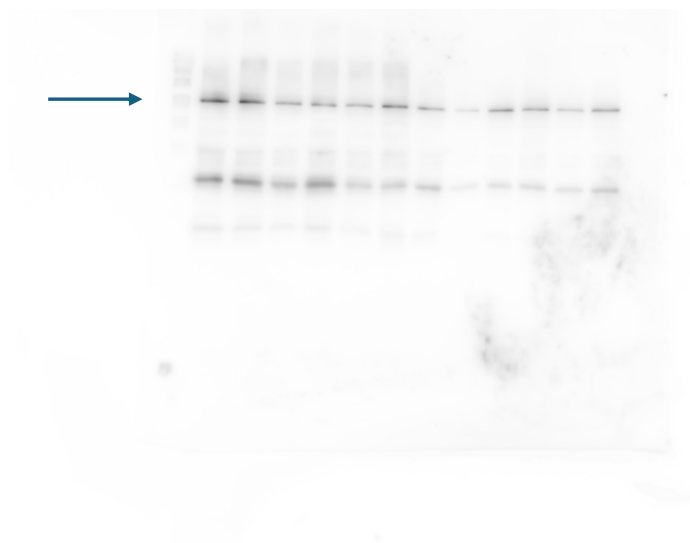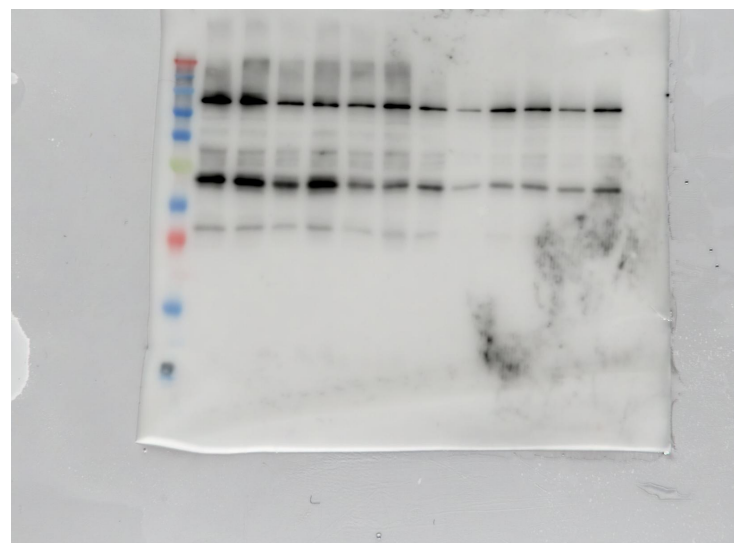

Fig3A
 γ H2AX

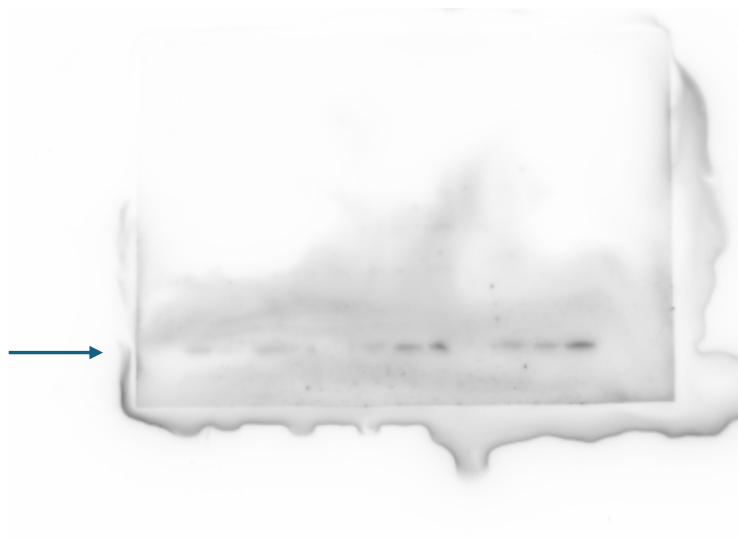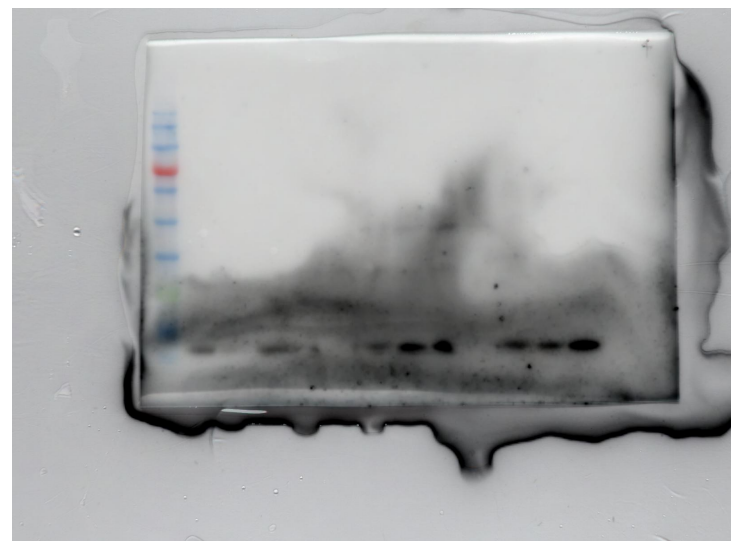

Fig3A

COL17A1

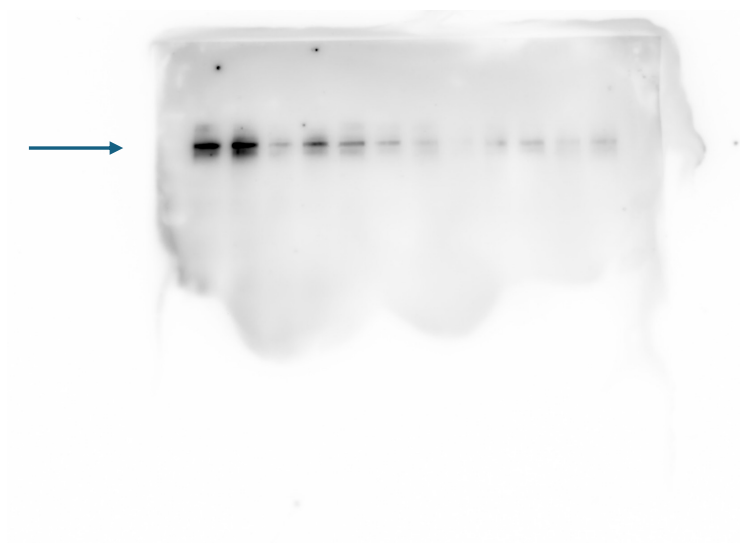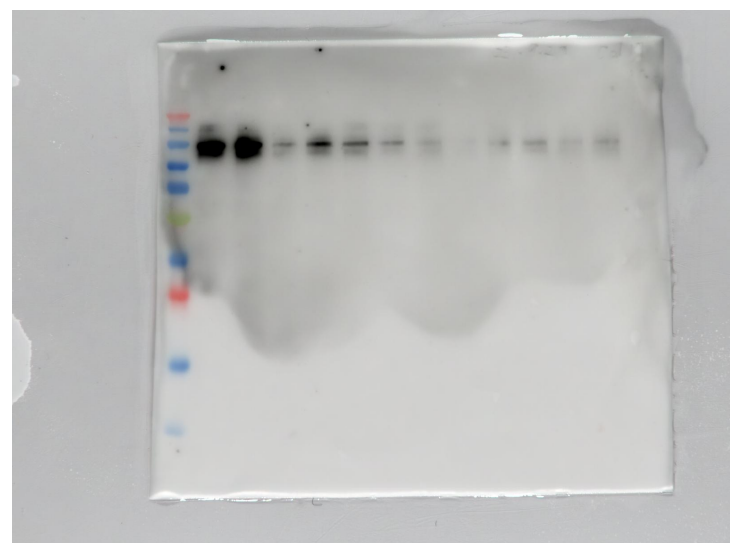

Fig3A

IL36A

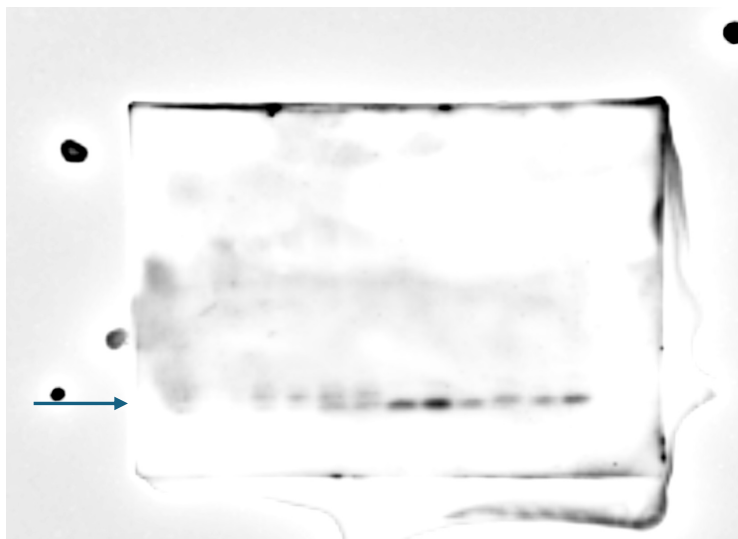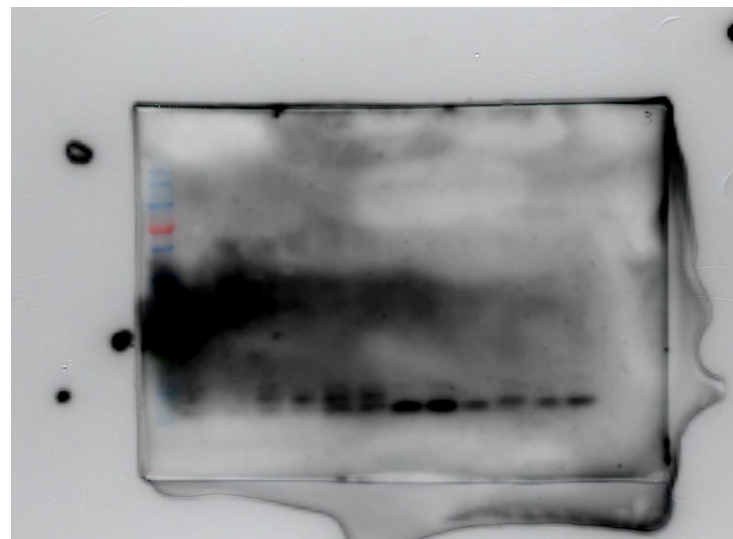

Fig3A
Pan Actin

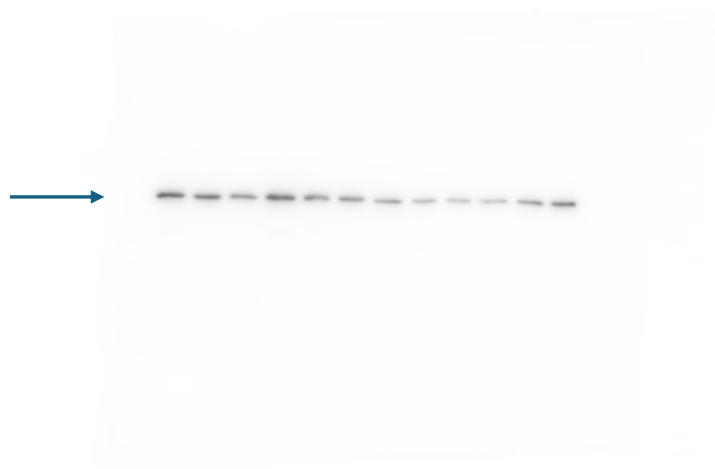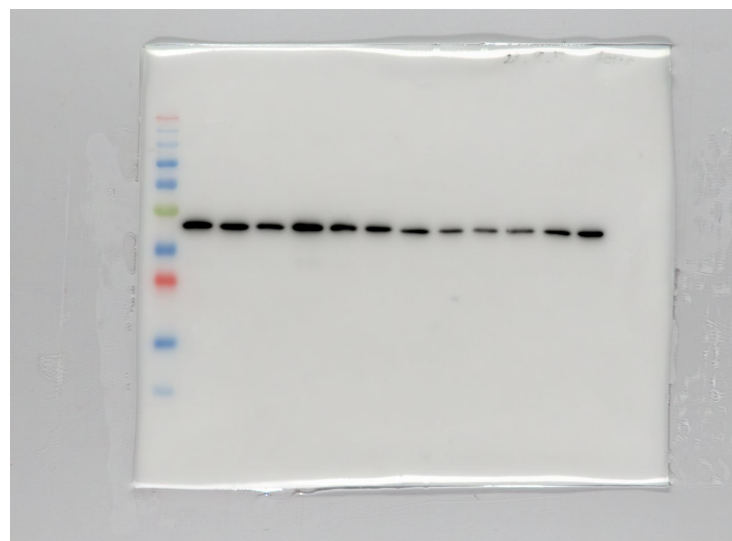

Fig4F

IL36A

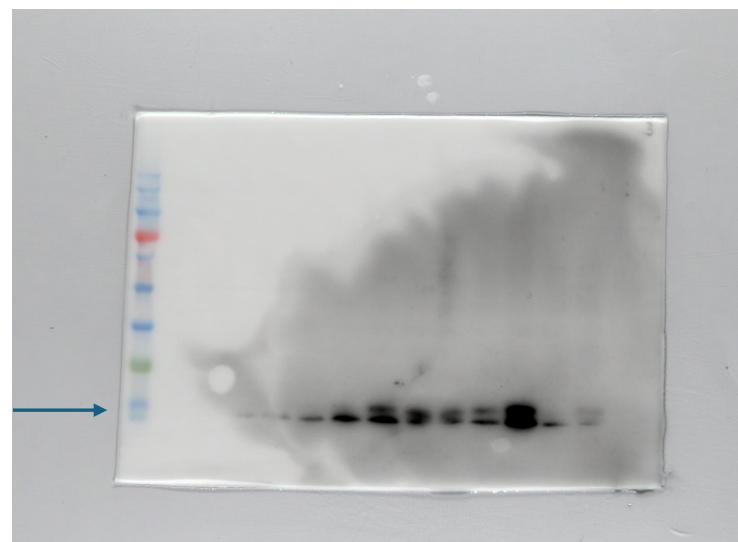

Fig4F

PAR

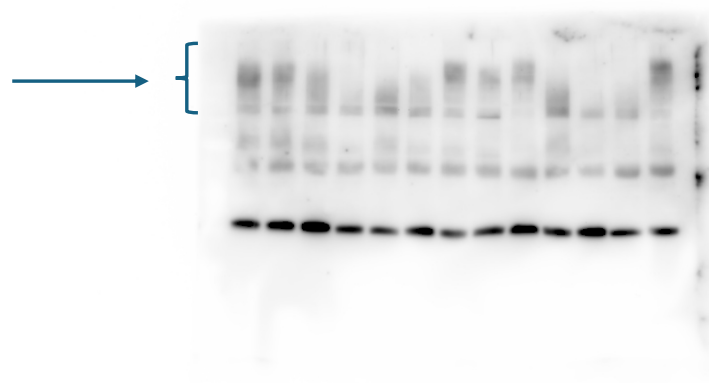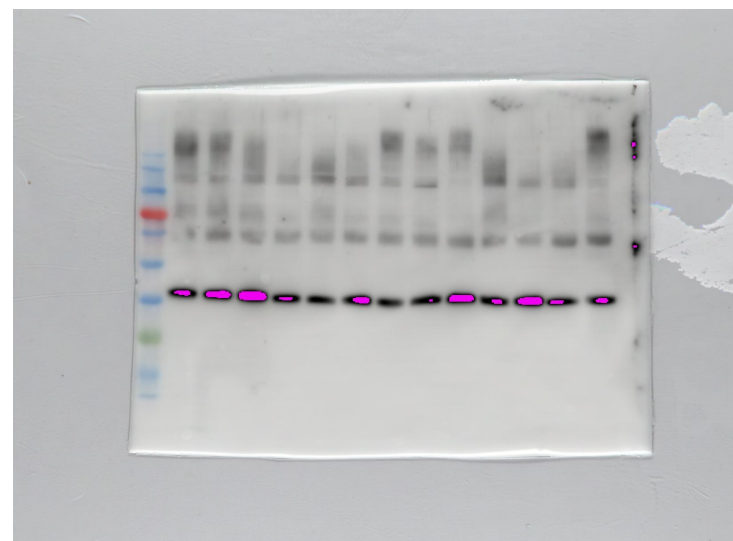

Fig4F
PARP1

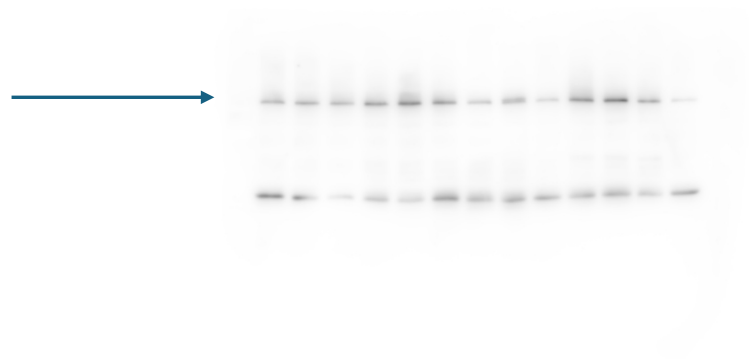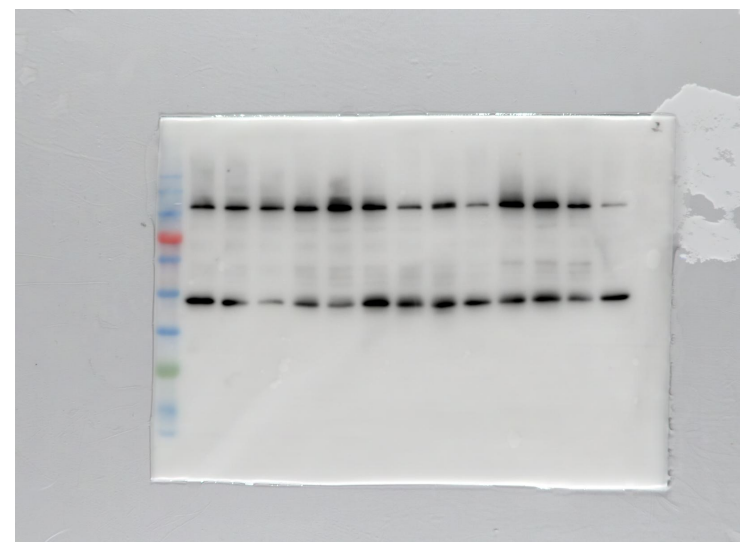

Fig4F
 γ H2AX

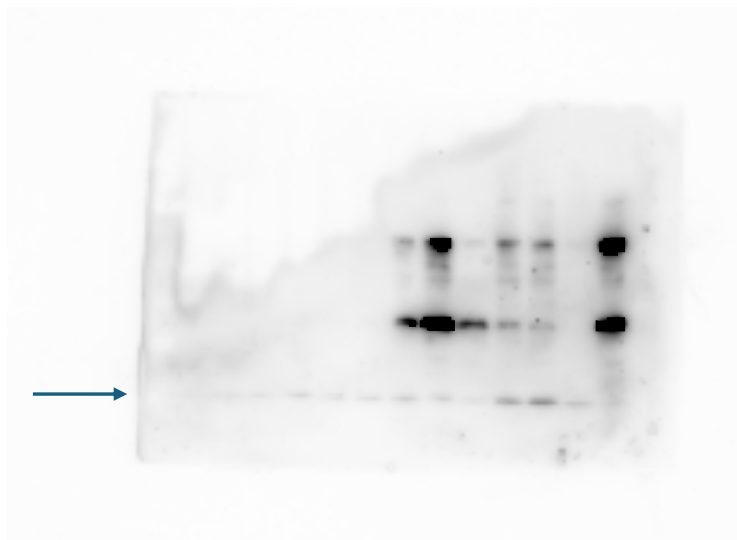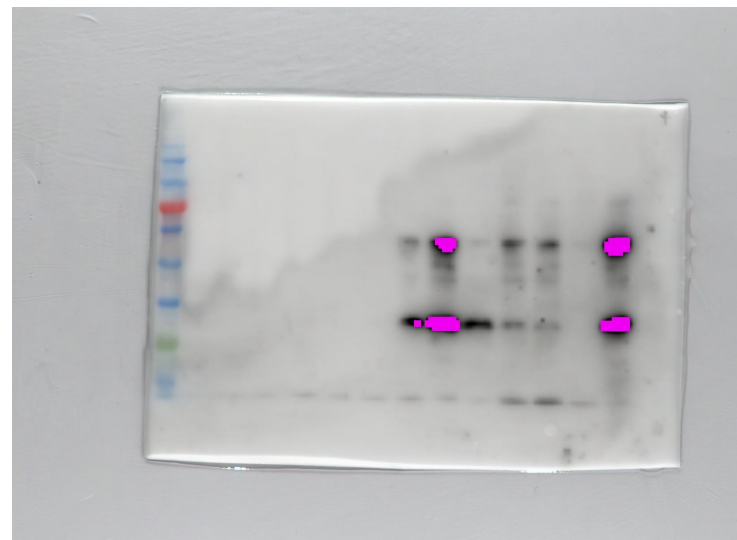

Fig4F
NAMPT

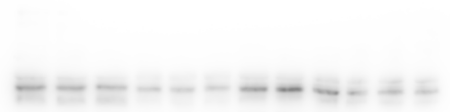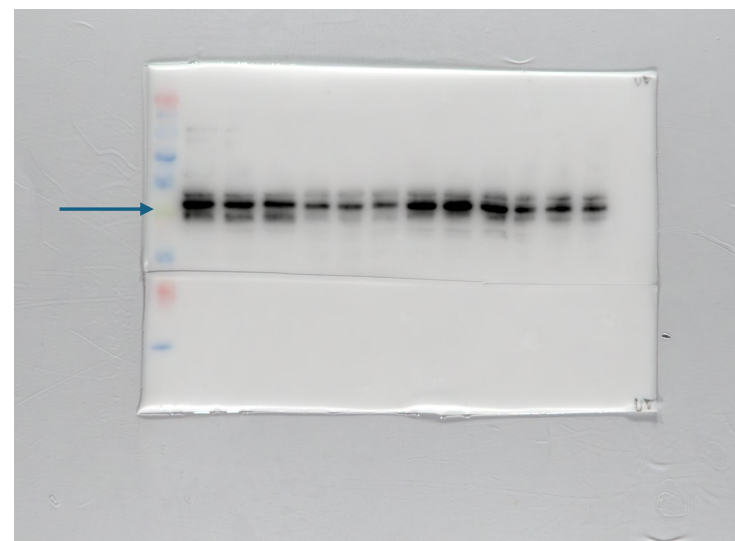

Fig4F
Pan Actin

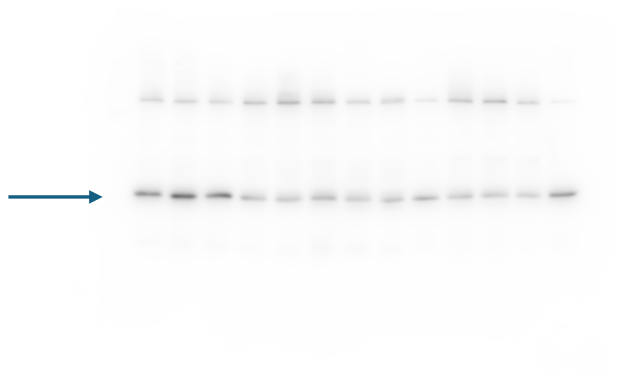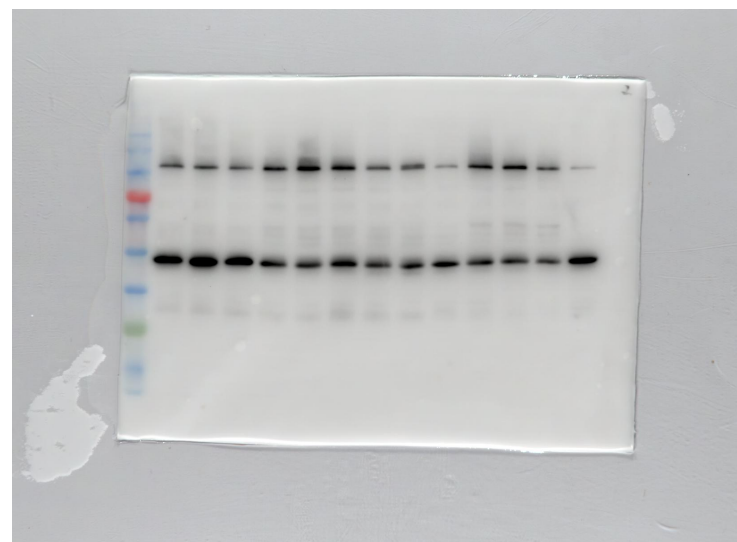

Fig5J

IL36A

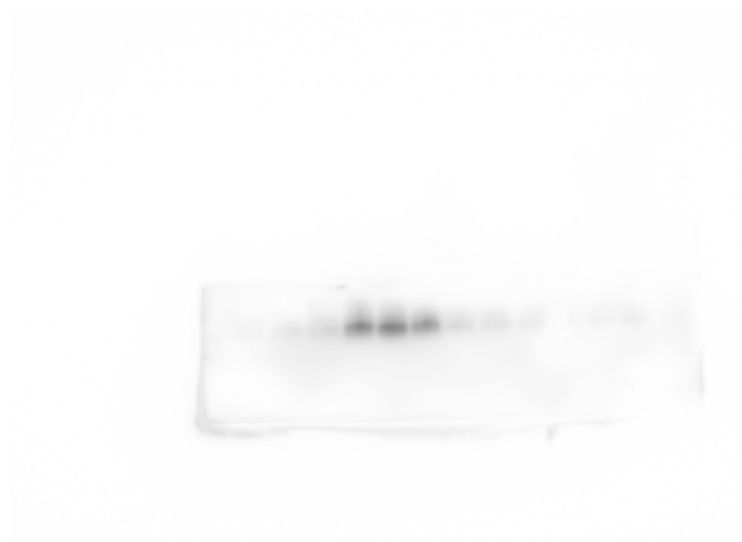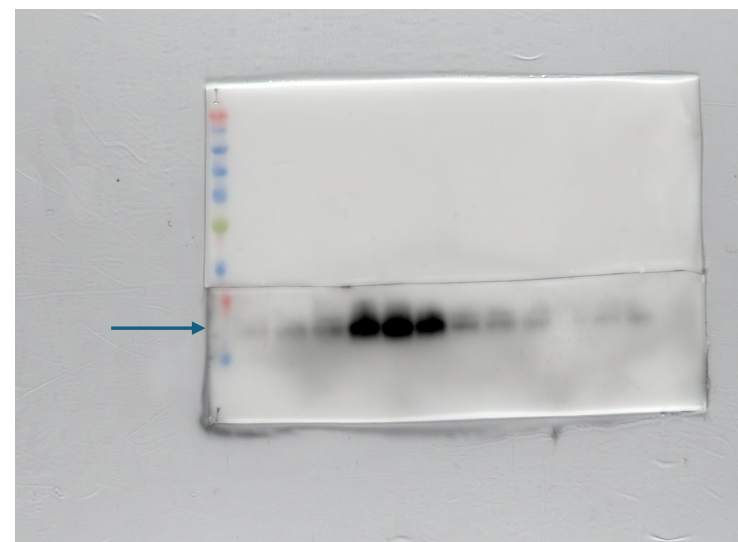

Fig5J
Actin

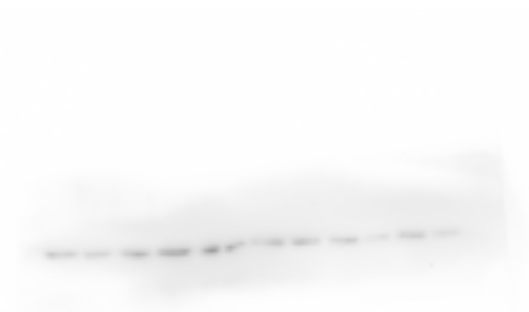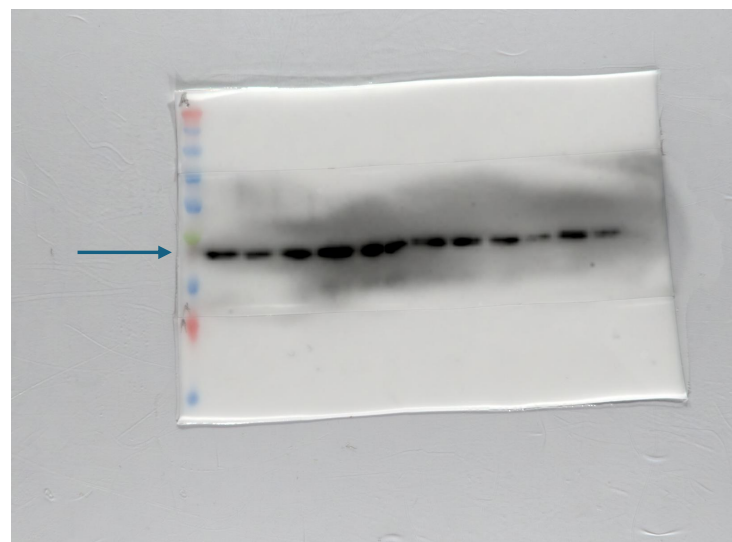

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

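The authors' deposited table for whole skin of 4 control and 4 Nampt-cKO libraries gives, per gene and library, total and unique exon reads, gene reads, intron reads and RPKM. Read counts are whole numbers with no normalization. Between 78.0% and 80.5% of the counts are even, so the reads of a pair appear to have been counted separately. RPKM was made by the authors from exon reads and exon length, and 516 features have an exon length of 0. The table also holds the authors' own p-values and fold changes. The submitters' notes give the genome build (GRCm38, mm10), and the aligner, the counting tool and the thresholds of the authors' test are not given in the sources used here. Of 23893 genes with the same end in RefSeq, 18476 have a start in the table 1 below that of RefSeq and 148 an equal one, so starts were taken as counted from 0 and are printed counted from 1.
Total exon reads per gene were analysed with edgeR 4.0.16 in R 4.3.3: TMM factors, filterByExpr at its defaults, a quasi-likelihood fit with condition as the only term, and Benjamini-Hochberg adjustment over all genes tested with a threshold of 0.05. Of the 36333 genes, 11397 had exon reads in no library. CPM values are TMM-normalized, and log2 CPM used a prior count of 2. The biological coefficient of variation was 0.283. At this depth, 3 reads over a group were taken as the limit that a count of 0 allows. Folds against a group at 0 are lower bounds against that limit, and ratios against 1 to 3 reads carry a 95% counting interval. Reads are not independent molecules, so intervals and limits cover counting error only.
The 36 gene lists cover the IL-36 family, other IL-1 family members, IL-36 and NF-κB responsive genes, Th1, Th2 and Th17 genes, neutrophils, monocytes and macrophages, M1-type and M2-type genes, T cells, dendritic and Langerhans cells, mast cells, basal keratinocytes, spinous and granular differentiation, stress keratins, hair shaft, hair follicle stem cells, sebaceous gland, adipocytes, skeletal muscle, fibroblasts, wound and matrix remodelling, endothelium, melanocytes, red blood cells, cell cycle, p53 targets, DNA repair, NAD synthesis, NAD consumption, glycolysis, interferon-stimulated genes, DNA sensing, oxidative stress, and the TSLP and COL17A1 axis. Some genes are in more than 1 list. Lists were tested with camera and fry of limma 3.58.1, adjusted over the lists, and by exact two-sided permutation of the mean log2 CPM of a list per library. Genes were named by rule: those the paper's text names, those labelled in Figure 2B, the 10 largest and 10 smallest log2 fold changes among genes past the test with a mean of at least 1 CPM and groups that do not overlap (predicted genes left out), up to 6 members of each list by p-value, and the most abundant member of each list. Values of part of Table S2 had been seen when the rule was written. The copy of Table S2 used here holds 1997 of its 3567 rows.
Alternatives were RLE, upper-quartile and no composition factors, DESeq2 1.42.0, limma-voom with sample quality weights, no filter and a stricter filter, limma on log2(RPKM + 0.1) and log2(RPKM + 1), unique exon reads, total gene reads, replicate number as a block, a robust fit, the 20 most abundant genes left out, and each library left out in turn. The labels do not say that a replicate number marks a pair across groups. After removing the group means, correlations of libraries with the same number were −0.054 to 0.179, and those with different numbers −0.230 to 0.140. Of the 4 controls, 2 correlated best with the Nampt-cKO library of their own number. Of the 4 Nampt-cKO libraries, 3 correlated best with the control of theirs. A pairing is therefore neither shown nor excluded. On simulated counts with 4 against 4 libraries, edgeR called 92% of 50 genes with a log2 fold change of −2, 50% of 50 genes at −1, 74% of 50 genes at 1 and 96% of 50 genes at 2, and 2.5% of all calls were false. The simulation changed 200 genes and gave both groups the same spread. The real data hold far more called genes and a wider spread between Nampt-cKO libraries, so these rates need not carry over. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 was used for tables, exact tests and plots.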

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

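The tests of explanations below were chosen only after the results were seen.
Il1f6 differed widely between the Nampt-cKO libraries, at 11.7 and 14.8 CPM in replicates 2 and 3, 1.48 CPM in replicate 4 and within the range of the controls in replicate 1. A mislabelled control library among them is argued against by the stress keratin and SPRR genes: the lowest Nampt-cKO library lay 3.68 (mean log2 CPM) above the highest control, where the SD of the controls was 0.136. Reads shared with another gene of the IL-36 cluster are argued against as well, since 100.0% of the Il1f6 exon reads in the Nampt-cKO libraries were unique. Nampt did not order these libraries as Il1f6 did: replicate 1 had the least Nampt (32.3 CPM) with Il1f6 in the range of the controls, and replicate 3 the most Nampt (76.1 CPM) with the most Il1f6. Whole-skin Nampt also comes from cells outside the epidermis, so the extent of recombination stays open, as does the course of the inflammation, and neither was tested.
Most T cell and dendritic cell markers measured were lower in Nampt-cKO skin. Dilution by RNA of other cells that lowers every minor cell type alike would have lowered the endothelial genes as well. Their median log2 fold change was 0.11 (SD 1.19), against −3.30 for the dendritic and Langerhans cell markers and −1.77 for the T cell markers. Other medians lay between, at −0.69 for fibroblast and −0.92 for sebaceous gland genes. An uneven dilution, such as one of the epidermis alone, was not tested. For the T cell markers the highest median under 4 other scalings was −1.76, but these moved the median of all genes only between −0.06 and 0.00, so this test does not decide on scaling. Fewer of these cells, or less RNA of these genes per cell, may each explain the values, and the data do not separate them. Among the explanations left open is the design's own difference, the loss of Nampt.
The library labelled Nampt-cKO replicate 3 had Nampt at the control level. A control library with a wrong label is argued against by its place on the first principal component, at 1.10 where the control mean is 0 and the Nampt-cKO mean is 1. Nampt RNA from cells outside the Krt5 lineage cannot be told apart from incomplete deletion. The 5 lists of such cells compared (neutrophil, monocyte and macrophage, endothelial, skeletal muscle, adipocyte) all had their highest Nampt-cKO score in this library. So did the mast cell and red blood cell lists. In contrast, the fibroblast list was highest in replicate 4, the T cell and dendritic cell lists were highest in replicate 1, and the melanocyte list was lowest in replicate 3. Reads of the deleted and the kept exons are not given separately. The other Nampt measures of the study are of the epidermis, and whether they come from the same mice is not given. The design names no difference among the Nampt-cKO libraries, so no biological explanation from it was tested.
Some transcripts that the paper does not discuss differed between the groups. The mean log2 CPM of the stress keratin and SPRR genes was higher in Nampt-cKO skin by 5.62. All 15 measured members were higher (15 when adjusted over the list alone, camera adjusted p = 3.26e-07, and adjusted p = 0.525 with an estimated correlation). Among them, Krt6a rose from 527 ± 48.4 to 7491.5 ± 1928.1 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 3.70e-06). A further 8 members were too low to be tested. Members with almost no reads in controls are tested only if the Nampt-cKO libraries hold enough, so 15 of 15 is partly set by the filter. The mean log2 CPM of the wound and matrix remodelling genes was higher by 1.82, with 13 higher, 1 lower and 3 not past the test (13 and 2 when adjusted over the list alone, camera adjusted p = 2.65e-04, and adjusted p = 0.561 with an estimated correlation). Tnc, the wound matrix protein tenascin C, rose from 18.4 ± 2.33 to 280 ± 39.1 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 1.36e-06). Melanocyte genes were higher by 1.499, with 6 higher and 1 lower of 7 (6 and 1 when adjusted over the list alone; camera adjusted p = 0.0285, and adjusted p = 0.612 with an estimated correlation). Glycolysis genes were higher by 1.00, with 13 higher and 6 not past the test (13 when adjusted over the list alone; camera adjusted p = 5.32e-05, and adjusted p = 0.525 with an estimated correlation), and oxidative stress genes by 1.39, with 11 higher, 2 lower and 3 not past the test (11 and 2 when adjusted over the list alone; camera adjusted p = 4.01e-04, and adjusted p = 0.525 with an estimated correlation). Hk2, a hexokinase, rose from 42.8 ± 4.40 to 117 ± 5.76 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 8.20e-06).
In 19 of 286 groups of 4 libraries looked at, 1 library lay far from the others by Dixon's test, which happens by chance in about 1 in 20 groups. Nampt-cKO replicate 4 had the fewest exon reads (39390895, with 50435466 in the nearest library), and in control replicate 4 the 20 most abundant genes held 7.86% of the reads (8.21% in the nearest). Among Nampt-cKO libraries, replicate 1 was highest for Serpina3b (10.2 CPM), H2-Oa (0.111 CPM) and Il13 (0.111 CPM), replicate 2 for H2afx (86.1 CPM), and replicate 3 for Il1b (9.88 CPM), Il1rn (22.3 CPM), Il22 (0.114 CPM) and Gng13 (0.0382 CPM). Among controls, replicate 1 was lowest for Bcl3 (4.25 CPM) and highest for Cdhr1 and Spink12 (0.0480 CPM each), replicate 2 was highest for Il4 (0.110 CPM) and Stfa2 (0.0367 CPM), replicate 3 was highest for Il18 (25.6 CPM), and replicate 4 was highest for Cxcl2 (0.0407 CPM) and Mki67 (84.2 CPM) and lowest for Upk3b (2.81 CPM). Of these groups, those of Cdhr1, Spink12, Stfa2, Cxcl2, Gng13, H2-Oa, Il13, Il22 and Il4 have reads in 1 library alone.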

How the results depend on the processing

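The halved read counts and the skeletal muscle covariate were chosen only after the data were seen. The 7905 differentially expressed genes were 6526 (without control replicate 1) to 9009 (without Nampt-cKO replicate 1) under all alternatives, with 8787 by DESeq2, 8763 by limma-voom, 7516 with replicate number as a block, 7939 with halved counts and 8546 with the muscle covariate. Of the 7905, DESeq2 shared 7820 and the block shared 7185. Of 1062 values of the summary results under alternatives, 1001 stayed within the spread or on their side of the threshold, 5 passed the threshold only under an alternative and 56 moved by more than 1.5 times or beyond the spread. Of 2334 values of 95 named genes, 2242 kept their call, 55 lost it, 37 gained it and 0 reversed. The cause was not tested for any of the changes below, apart from those that follow from fewer genes or libraries tested.
Under limma on log2(RPKM + 1), 1498 genes passed a 2-fold change, and 5 neutrophil and 5 hair shaft genes passed the test. Under limma on log2(RPKM + 0.1) the numbers were 5 neutrophil and 5 hair shaft genes, and without a filter 1 gene of the IL-36 family, 8 Th1 genes, 8 monocyte and macrophage markers and 1 adipocyte gene. Limma-voom called 13 basal keratinocyte genes, 6 hair follicle stem cell genes and 1 adipocyte gene, and DESeq2 called 7 M1-type genes and 1 skeletal muscle gene. The stricter filter, which tests fewer genes, left 4 Th2, 5 neutrophil and 5 NAD synthesis genes past the test. With no filter, 23 stress keratin genes passed. With the 20 most abundant genes left out, some of which belong to the list, 6 spinous and granular genes passed. The replicate block gave 5 hair follicle stem cell genes and 1 adipocyte gene, and the muscle covariate gave 6 hair follicle stem cell, 5 adipocyte and 10 skeletal muscle genes.
Nampt passed the test under limma-voom (log2 fold change −0.54), log2(RPKM + 0.1) (−0.68), log2(RPKM + 1) (−0.62) and the muscle covariate (−0.50), and without Nampt-cKO replicate 3. Leaving out 1 library gave −0.83 to −0.38. With an estimated correlation, 0 of the 36 lists passed camera, against 14 with the preset correlation. At an unadjusted p under 0.05 the estimated correlation also gave 0 lists. By fry, 20 lists passed at an adjusted p under 0.05. The first principal component held 80.2% over the 500 most variable genes and 61.7% to 68.7% without 1 library, highest without Nampt-cKO replicate 1.
Leaving out 1 library gave 1 to 5 genes past the test for the IL-36 family, 2 to 5 for the other IL-1 family members, 3 to 6 for Th1, 6 to 15 for monocytes and macrophages, 5 to 8 for M2-type genes, 1 to 3 for mast cells, 2 to 7 for hair follicle stem cells, 1 to 5 for adipocytes, 0 to 3 for skeletal muscle, 2 to 5 for endothelium, 0 to 1 for red blood cells, 3 to 9 for interferon-stimulated genes and 8 to 13 for the genes of Figure 2B.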

Differences from the paper's values

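Nampt had a log2 fold change of −0.53 in whole skin, where the log2 ratio of the paper's RT-qPCR values of the epidermis on Day 19 is −2.93 (standard error 0.32, propagated from the paper's 6 control and 6 Nampt-cKO values). The tissues differ, since whole skin also holds cells outside the epidermis. All 23 alternatives set before the deposited table was examined that gave a value for Nampt still differed from the paper's value.
The paper describes no apparent change in Th1, Th2 and Th17 genes, from the cytokine panel of Figure 2B and RT-qPCR of TNF-α, IFN-γ, IL-4 and IL-17A. The lists here also hold receptors and transcription factors, some of them made by cells other than T cells, so the gene sets are unlike. Of the Th1 genes measured, 5 were lower and 9 did not pass the test. Of the Th2 genes, 2 were higher and 5 lower, and of the Th17 genes, 3 were higher and 4 lower. Over all genes, edgeR called 7905 of 17286, so these counts alone do not set the lists apart from other genes. Camera gave adjusted p = 0.0266 for Th1 (0.612 with an estimated correlation), 0.295 for Th2 and 0.866 for Th17. Tnf and Tbx21 did not pass the test, and Il17a had no reads. The log2 fold change of Tnf, −0.71, lay near the log2 ratio of the paper's RT-qPCR values of skin, −0.70 (standard error 0.54).
The paper reports that IL-36RN fell. Il1f5 had a log2 fold change of −1.12 and did not pass edgeR's test (BH-adjusted p = 0.0904), although its direction was that of the paper and its value lay within the standard error of the log2 ratio of the paper's RT-qPCR values of skin, −1.10 (standard error 0.35). It passed under limma-voom (adjusted p = 0.00884), limma on log2(RPKM + 0.1) (0.0315) and log2(RPKM + 1) (0.0292), with replicate number as a block (0.0318) and without Nampt-cKO replicate 3 (0.0401), and under the skeletal muscle covariate, chosen after seeing the values (0.0190); the range over all alternatives was 0.00884 to 0.148.
The paper reports more F4/80-positive cells. Over the monocyte and macrophage markers, 9 were higher and 4 lower. The staining counts cells with the protein, whereas the libraries give RNA as a share of whole skin, so these measures need not move together. Adgre1, which encodes F4/80, had a log2 fold change of −0.92, opposite to the staining, and did not pass edgeR's test (BH-adjusted p = 0.0514). It passed, with the same direction, under upper-quartile factors (adjusted p = 0.0461), DESeq2 (0.0132), no filter (0.0469), log2(RPKM + 0.1) (0.0314), log2(RPKM + 1) (0.0259), total gene reads (0.0373), the replicate block (0.0108) and without Nampt-cKO replicate 3 (0.0199); the range over all alternatives was 0.0108 to 0.143.
The paper reports no significant difference in CD3 staining. Cd3e had a log2 fold change of −3.62 (edgeR, BH-adjusted p = 0.00384). Of the 11 T cell markers measured, 7 were lower and 4 did not pass the test, so a fall was not shown for the whole list. The staining gave counts of CD3-positive cells, whereas the libraries give RNA as a share of whole skin, so these measures need not move together.
Il33 is shown as higher in Nampt-cKO skin in Figure 2B. Its mean RPKM was 23.5 ± 3.02 (SD, n = 4) in controls and 19.3 ± 10.2 (SD, n = 4) in Nampt-cKO libraries, where the library labelled Nampt-cKO replicate 3 alone had 32.8.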

Other observations

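The tests of other splits of the libraries were chosen only after the results were seen.
Il1b rose from 1.49 ± 0.631 to 4.55 ± 3.57 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 0.0293), a call lost without control replicate 1, 2 or 3 or Nampt-cKO replicate 3 (adjusted p = 0.07998, 0.0782, 0.0637 and 0.0836, with 0.00331 to 0.0836 over all alternatives), with total gene reads (0.0557) and in limma on log2(RPKM + 1) (0.0726) and unfiltered log2(RPKM + 0.1) (0.0779). Its log2 fold change of 1.61 became 0.89 without Nampt-cKO replicate 3, which had 9.88 CPM. Nfkbiz, which encodes IκBζ, rose from 76.6 ± 28.3 to 154 ± 58.4 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 0.0222), a call lost without control replicate 1, 2 or 3 or Nampt-cKO replicate 4 (adjusted p = 0.0585, 0.0635, 0.0628 and 0.0623; 0.00173 to 0.0635 over all alternatives). Il1rn, the IL-1 receptor antagonist, fell from 75.8 ± 8.43 to 17.5 ± 3.24 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 1.13e-05). Il18, of the same family, was at 20.8 ± 3.22 and 12.0 ± 5.88 CPM (SD, n = 4 each, log2 fold change −0.80, edgeR, BH-adjusted p = 0.0738; 0.0167 to 0.169 over all alternatives). It passed the test without Nampt-cKO replicate 2 or 3 (adjusted p = 0.0309 and 0.0490), with the replicate block (0.0295) and total gene reads (0.0328), by DESeq2 (0.0294) and limma-voom (0.0253), in limma on log2(RPKM + 0.1) with the filter (0.0294) and without it (0.0481) and on log2(RPKM + 1) (0.0267), and with the skeletal muscle covariate chosen after the data were seen (0.0167). Of 10 other IL-1 family members, 2 were higher, 2 were lower and 6 did not pass the test (2 and 2 when adjusted over the list alone; camera adjusted p = 0.573), with 2 past the test without control replicate 1, 2 or 3.
Krt14, the partner keratin of Krt5 in basal cells, rose to 9347.6 ± 3419.3 CPM from 2581.2 ± 253 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 3.08e-04), and Krt5 had a log2 fold change of 0.18 (edgeR, BH-adjusted p = 0.216). Krt10, a keratin of the spinous layer, fell from 8889.7 ± 188 to 1855.4 ± 814 CPM, and Flg2, a filaggrin-like protein of the granular layer, fell to 76.5 ± 34.2 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 2.83e-04 and 1.91e-05). Of 16 basal genes, 7 were higher, 1 was lower and 8 did not pass (7 and 3 when adjusted over the list alone; camera adjusted p = 0.393). Of 19 spinous and granular genes, 10 were lower and 9 did not pass (1 higher and 10 lower when adjusted over the list alone; camera adjusted p = 0.00145, and adjusted p = 0.525 with an estimated correlation). All 24 cell cycle genes were higher (24 when adjusted over the list alone; camera adjusted p = 1.49e-10, and adjusted p = 0.525 with an estimated correlation), among them Mki67 with a log2 fold change of 1.17 (edgeR, BH-adjusted p = 6.81e-04).
Of 15 hair shaft genes, 2 were higher, 6 were lower and 7 did not pass (2 and 6 when adjusted over the list alone; camera adjusted p = 0.295), and of 12 hair follicle stem cell genes, 2 were higher, 1 was lower and 9 did not pass (2 higher when adjusted over the list alone; camera adjusted p = 0.910), with 7 past the test without Nampt-cKO replicate 1. Of 20 sebaceous gland genes, 1 was higher, 11 were lower and 8 did not pass (1 and 11 when adjusted over the list alone; camera adjusted p = 0.00165, and adjusted p = 0.612 with an estimated correlation). Dgat2, an enzyme of triglyceride synthesis, fell from 368 ± 14.4 to 76.2 ± 6.11 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 1.36e-06). Of 16 fibroblast genes, 1 was higher, 9 were lower and 6 did not pass (1 and 10 when adjusted over the list alone; camera adjusted p = 0.0221, and adjusted p = 0.819 with an estimated correlation).
Of 15 adipocyte genes, 3 were lower and 12 did not pass (1 lower when adjusted over the list alone; camera adjusted p = 0.602), with 1 past the test without control replicate 2 or 3 or Nampt-cKO replicate 1 or 2, and 5 without control replicate 4. All 15 skeletal muscle genes and all 5 red blood cell genes failed to pass (camera adjusted p = 0.866 and 0.916); muscle genes past the test were 2 without control replicate 4, 1 without Nampt-cKO replicate 1 or 4 and 3 without Nampt-cKO replicate 3, and red blood cell genes 1 without Nampt-cKO replicate 1. Of 7 mast cell genes, 1 was higher, 1 was lower and 5 did not pass (1 and 1 when adjusted over the list alone; camera adjusted p = 0.916), with 1 past the test without Nampt-cKO replicate 3.
Among genes of NAD metabolism, Pnp, a purine nucleoside phosphorylase that also splits nicotinamide riboside, rose with a log2 fold change of 0.72 and Kynu, kynureninase, fell with one of −4.22 (edgeR, BH-adjusted p = 5.16e-04 and 0.00130). Of 19 NAD synthesis genes, 3 were higher, 5 were lower and 11 did not pass (3 and 5 when adjusted over the list alone), and of 23 NAD consuming genes, 6 were higher, 7 were lower and 10 did not pass (6 and 9 when adjusted over the list alone; camera adjusted p = 0.702 for both lists). Parp1 was at 55.9 ± 4.88 and 52.3 ± 8.70 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 0.557), and Sarm1 had a log2 fold change of −0.81 (edgeR, BH-adjusted p = 0.0752, 0.0219 without Nampt-cKO replicate 1, 0.0443 by DESeq2 and 0.0283 by limma-voom; 0.0219 to 0.181 over all alternatives).
H2afx, which encodes the histone H2AX, rose with a log2 fold change of 1.17 (edgeR, BH-adjusted p = 0.00119). Of 30 DNA repair genes, 14 were higher, 4 were lower and 12 did not pass (14 and 4 when adjusted over the list alone; camera adjusted p = 0.0693), and of 26 p53 targets, 10 were higher, 7 were lower and 9 did not pass (11 and 8 when adjusted over the list alone; camera adjusted p = 0.681). Of 18 interferon-stimulated genes, 6 were lower and 12 did not pass (6 lower when adjusted over the list alone; camera adjusted p = 0.114), with 3 past the test without control replicate 4, and of 10 DNA sensing genes, 2 were higher, 2 were lower and 6 did not pass (2 and 2 when adjusted over the list alone; camera adjusted p = 0.910).
Tslp rose from 3.28 ± 0.488 to 8.12 ± 1.29 CPM (SD, n = 4 each, edgeR, BH-adjusted p = 6.21e-04). Col17a1 had a log2 fold change of −0.31 (edgeR, BH-adjusted p = 0.152, 0.0191 without Nampt-cKO replicate 1, 0.0241 by limma-voom and 0.0226 with a skeletal muscle covariate chosen after the data were seen; 0.0191 to 0.298 over all alternatives). Of 9 genes of the TSLP and COL17A1 axis, 4 were higher, 4 were lower and 1 did not pass (4 and 4 when adjusted over the list alone; camera adjusted p = 0.916).
Chance was tested with the other 34 splits of the 8 libraries into 4 and 4. For differentially expressed genes (7905) and those past a 2-fold change (3105), 1 of 35 splits, the real one, gave a count as large. That is the lowest rank that 35 splits allow, so chance is made unlikely but is not excluded. The highest other split gave 0 genes by edgeR for each. At an unadjusted p under 0.05, the real split gave 9153 genes and the others at most 2534. The other splits mix the groups, which widens the spread within them, so their counts are not those of groups without a difference. For the members of all lists past the test (308) and the Figure 2B genes (13), 1 of 35 splits gave a count as large and the highest other gave 0, but the lists were written after part of Table S2 had been read and the choice of the Figure 2B genes is not described, so nothing is concluded about chance. For the lists past camera (14), 5 of 35 splits gave as many and the highest other gave 18, so chance cannot be excluded.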
